# Identification and prediction of developmental enhancers in sea urchin embryos

**DOI:** 10.1186/s12864-021-07936-0

**Published:** 2021-10-19

**Authors:** César Arenas-Mena, Sofija Miljovska, Edward J. Rice, Justin Gurges, Tanvi Shashikant, Zihe Wang, Sevinç Ercan, Charles G. Danko

**Keywords:** Cis-regulatory element, Enhancer prediction, Developmental gene regulation

## Abstract

**Background:**

The transcription of developmental regulatory genes is often controlled by multiple cis-regulatory elements. The identification and functional characterization of distal regulatory elements remains challenging, even in tractable model organisms like sea urchins.

**Results:**

We evaluate the use of chromatin accessibility, transcription and RNA Polymerase II for their ability to predict enhancer activity of genomic regions in sea urchin embryos. ATAC-seq, PRO-seq, and Pol II ChIP-seq from early and late blastula embryos are manually contrasted with experimental *cis-*regulatory analyses available in sea urchin embryos, with particular attention to common developmental regulatory elements known to have enhancer and silencer functions differentially deployed among embryonic territories. Using the three functional genomic data types, machine learning models are trained and tested to classify and quantitatively predict the enhancer activity of several hundred genomic regions previously validated with reporter constructs in vivo.

**Conclusions:**

Overall, chromatin accessibility and transcription have substantial power for predicting enhancer activity. For promoter-overlapping cis-regulatory elements in particular, the distribution of Pol II is the best predictor of enhancer activity in blastula embryos. Furthermore, ATAC- and PRO-seq predictive value is stage dependent for the promoter-overlapping subset. This suggests that the sequence of regulatory mechanisms leading to transcriptional activation have distinct relevance at different levels of the developmental gene regulatory hierarchy deployed during embryogenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07936-0.

## Background

Transcriptional regulatory elements (TREs) [1] are the primary drivers of differential gene expression during metazoan development [2–4]. Whereas promoters are TREs easily found by association with the transcription start sites (TSSs) of genes, the identification and functional characterization of TREs distal to TSSs (enhancers and silencers) remains challenging. Traditionally, enhancers have been considered the modulators of distal transcription at core promoters (promoters thereafter), which integrate inputs from enhancers and ‘proximal promoters’ to initiate local transcription [5]. However, this exclusive functional distinction has been blurred by recent evidence that reveals local transcription initiation at enhancers and promoters that modulate the transcription of some other promoters [1, 2, 5]. Nevertheless, distinct sequences and chromatin features associate with the prevalence of enhancer and promoter activities among TREs [6]. The expression of inducible genes in unicellular organisms is oftentimes driven by regulatory sequences proximal to the core promoter [2, 5]. In contrast, the oftentimes complex expression of developmental regulatory genes (that is, transcription and signaling factors) is primarily controlled by distal regulatory elements [2, 7]. Despite their relevance, only a few *cis-*regulatory modules (CRMs) that constitute the essential transcriptional nodes of developmental gene regulatory networks are functionally understood [8]. Various high-throughput reporter assay with particular advantages and limitations [9] allow genome-wide testing of enhancer activity [10], and, despite recent progress, most TREs remain largely uncharted [6, 11]. Histone marks such as H3K27ac [12, 13], chromatin accessibility [14] or transcription initiation [15] facilitate the identification of active enhancers. However, the systematic evaluation of the predictive power and redundancy of these genomic marks remains limited [13, 16]. Enhancer transcription may facilitate enhancer activity prediction because it represents the end product, possibly subsequent in most cases to chromatin accessibility set in part by H3K27 acetylation, and because it correlates between enhancers and their target promoters [17–19]. In particular, we are interested in the predictive value of enhancer transcription estimated by the analysis of the transcription run-on assay PRO-seq [20], which detects the differential location of paused and elongating RNA Pol II associated with distinct transcriptional regulatory states [17].

Several experimental advantages have facilitated the exhaustive reconstruction of developmental gene regulatory networks (GRNs) in sea urchin embryos [21–23]. The analysis of topological GRN models reveals an uneven distribution of regulatory sub-circuit motifs along the GRN hierarchy sequentially deployed during sea urchin embryogenesis [4]. Accordingly, the structure and Boolean logic of the TREs serving the nodes of these sub-circuits changes during development too [22]. In sea urchins, enhancer and silencer activities of TREs can be tested by lack of function in bacterial artificial chromosome (BAC) reporter constructs microinjected into zygotes [24, 25], or by gain of function in much smaller plasmid reporters, which oftentimes use heterologous promoters [26]. These exogenous reporters replicate along with the genome [27, 28], with the much larger than plasmids BACs providing a closer approximation to the natural genomic context and more faithfully reproducing the endogenous expression. In addition, BACs maintain endogenous promoters in the context of gene-reporter translational fusions. Despite these advantages, the identification and testing of developmental TREs remains challenging due to the low throughput of existing experimental approaches.

Evolutionary sequence conservation has been routinely used for the identification of potential TREs in sea urchins [4], although conservation is not informative about the stage of regulatory activity, and the obscure cause of diverse evolutionary rates for regulatory sequences [29, 30] raises great uncertainty regarding false positive and negative rates. As in other model systems, chromatin accessibility also facilitates the identification of candidate enhancers in sea urchin embryos [25, 31]. In addition, a parallel reporter method enabled the enhancer activity test of several hundred CRMs associated with 37 developmental regulatory genes during sea urchin development [32, 33]. We used this functional quantification to train and test machine learning model predictors of developmental enhancer activity from various genomic profiles: chromatin accessibility estimated by ATAC-seq [34], RNA Polymerase II (Pol II) distribution, which has been also associated with active enhancers [35], was detected by ChIP-seq, and transcription initiation by PRO-seq (Fig. 1A). Our analysis reveals that chromatin accessibility and transcription both enable enhancer activity prediction, and that the predictive power of these genomic profiles declines during development for the subset of promoter proximal TREs, suggesting a sequence of regulatory shifts at different levels of the gene regulatory hierarchy that is deployed during development.

**Fig. 1:**
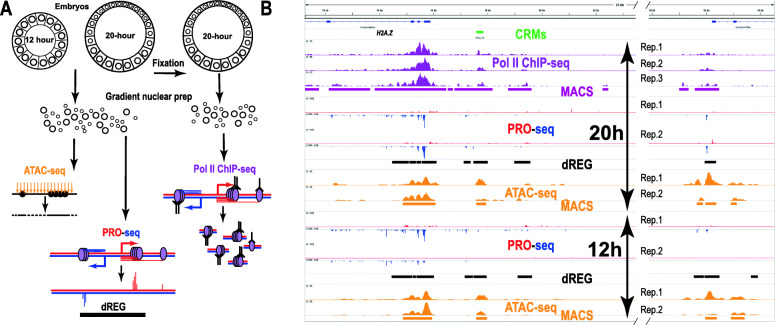
ATAC-seq, PRO-seq and Pol II ChIP-seq are used for the identification of TREs. **A** Experimental outlines of the 3 genomic profiles used. **B** IGV browser snapshot of replicate genomic profiles at the *H2A.Z* locus, a highly expressed gene [36], left, which also includes a gene expressed at lower levels, right side. Number of 3′ end reads per million of PRO-seq run-on transcripts are shown for the plus and minus strands. PRO-seq peaks mark transcriptional pause sites. MACS peak and dREG TRE predictions for the combined data sets are shown underscoring each genomic profile. The CRM panel underscores a genomic region with enhancer activity tested by deletion in large reporter constructs [25]. PRO-seq and ATAC-seq profiles are set to the same scale between 12 and 20 h stages, with the range indicated between brackets at the beginning of each track

## Results

### Genomic distribution of chromatin accessibility, pol II and transcription

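RNA polymerase II (Pol II) was mapped by ChIP-seq, in which fragments of sonicated chromatin bound by the 8WG16 antibody against the C-terminal repeat of Pol II are sequenced. There were 3 ChIP samples and 3 input samples from 20 h embryos, each pair from its own chromatin extract. The authors combined the ChIP samples and combined the inputs before peak calling, and the values used here are their 1 list of peak positions for all replicates; signal profiles were not used here. The paper gives 13762893 mapped ChIP reads and 26476643 mapped input reads for the combined samples, with reads of 50 bp; the list itself holds no read numbers, so it does not give the depth behind each peak. The authors aligned the reads with Bowtie 2 to version 3.1 of the Strongylocentrotus purpuratus genome and called peaks against the input with MACS at default settings. The list gives the scaffold, start and end of each peak, with no score, signal or p-value. No spread between replicates can be computed from it, and a weak peak counts as much as a strong one of the same length. For each cis-regulatory module (CRM) of Supplementary Table 1, the bases under a Pol II peak were counted. This length stands in for the Pol II reads per base that the paper summed within peaks, and it cannot exceed the length of the CRM. The reporter expression, the activity and the ATAC, dREG and Pol II signals of the CRMs are the paper's values from that table. CRMs are genomic regions and not biological replicates, and CRMs of the same gene are not independent, so each p-value below describes these CRMs in 1 pooled set of samples.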

Chromatin accessibility, transcription and the distribution of RNA Pol II using ChIP-seq were used for the identification of candidate developmental enhancers in 20 h sea urchin embryos (Fig. 1A), and the best performing predictors, ATAC- and PRO-seq, see later, were also characterized in 12 h embryos. The genomic profile of 3′ end transcripts identified by PRO-seq was analyzed with dREG (Fig. 1A), a support vector regression tool trained to identify TREs associated with active chromatin marks using the shape of transcription [15]. In 12 and 20 h embryos, dREG identified 43,912 and 56,753 TRE predictions or “peaks”, respectively, while a total of 238,838 and 258,515 ATAC-seq peaks, respectively, were called by MACS (QC reports in supplementary information). In 20 h embryos, 554,846 Pol II ChIP-seq peaks were called.

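The list held 554846 peaks on 19230 scaffolds. Peak length was 338 ± 524 bp (mean ± SD over peaks), with a median of 217 bp and quartiles of 132 and 370 bp. Peaks covered 187 Mb, which is 20.7% of the scaffold sequence up to the last peak of each scaffold. No peaks overlapped or touched, and the median gap to the next peak was 557 bp. A total of 21446 peaks (3.87%) were shorter than a 50 bp read and 530 (0.0955%) were longer than 6000 bp. The longest peak lay on Scaffold122 from 133333 to 194392 and spanned 61060 bp. The number of peaks moved most with a minimum length of 300 bp, which kept 185999.

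**Figure D1:**
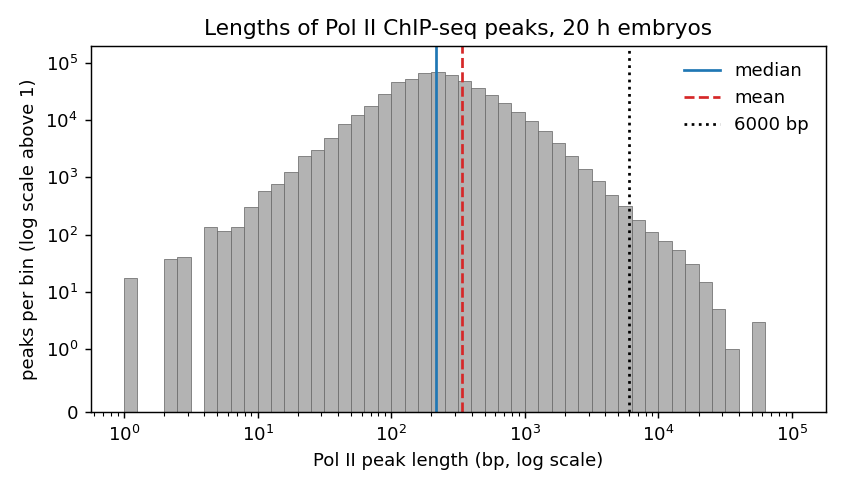
Number of Pol II peaks (vertical axis, log scale above 1) by peak length in bp (horizontal axis, log scale), all 554846 peaks. Vertical lines mark the median of 217 bp, the mean of 338 bp and 6000 bp, beyond which lie 530 peaks.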

The dynamic range of the read distribution at peak calls expands several orders of magnitude for the three functional genomic data types (Fig. 2B and D). The Pearson correlation of total PRO-seq reads at dREG peak calls of biological replicates is higher for 12 h embryos (R = 0.88, *p*-value < 2.2 × 10^− 16^, Spearman = 0.71, Fig. 2A) than for 20 h embryos (R = 0.35, p-value < 2.2 × 10^− 16^, Spearman = 0.75, Fig. 2C). Similarly, higher correlation for ATAC-seq profiles at MACS peak calls is found for 12 h embryos (R = 0.91, p-value < 2.2 × 10^− 16^, Spearman = 0.79, Fig. 2A) relative to 20 h embryos (R = 0.62, p-value < 2.2 × 10^− 16^, Spearman = 0.46, Fig. 2C). The low correlation of PRO-seq biological replicates may be due in part to inherent batch heterogeneity associated with seasonal and genetic variability in the wild populations from which the embryos where obtained. This natural variation may shift the relative timing of major transcriptional regulatory changes during and prior to the 20 h embryo stage, as previously reported [36, 37], along with the associated histone modification and chromatin accessibility signals (Fig. 2).

**Fig. 2:**
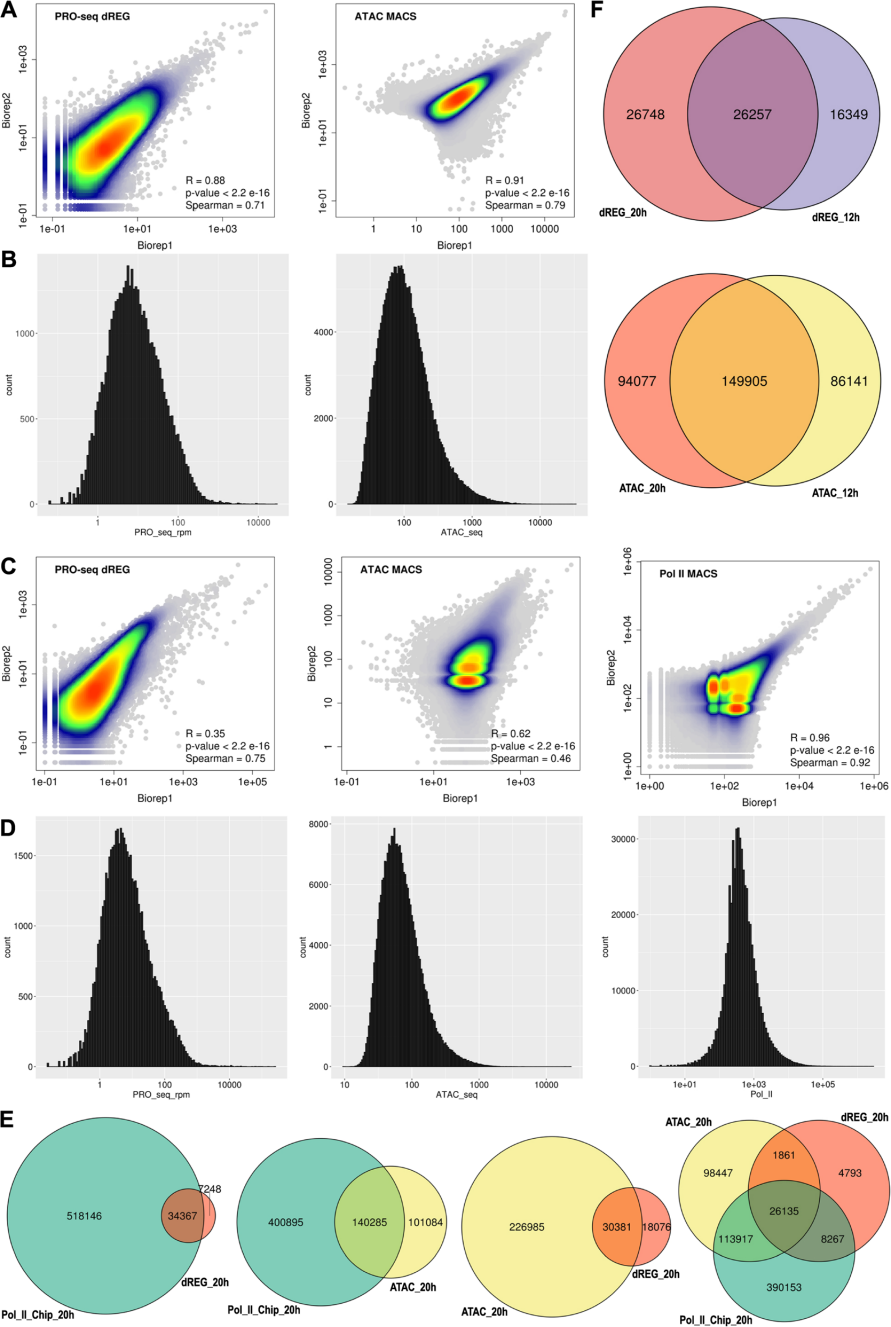
Genome-wide PRO-, ATAC- and ChIP-seq analysis. **A** Distribution of signal intensity and reproducibility estimation between distinct biological replicates for the different data sets in 12 h embryos. Overlap of points indicated by the color gradient. **B** Histograms of the number of reads per peak call for the different data sets in **A**. **C** Distribution of signal and reproducibility in 20 h embryos. **D** Histograms of the number of reads per peak call for the different data sets in **C**. **E** Venn diagrams of the overlap between ATAC and Pol II ChIP peak calls, and dREG predicted TREs in 20 h embryos. **F** Venn diagrams of the overlap of ATAC and dREG peak calls between stages

Interestingly, there is less variability among Pol II ChIP-seq biological replicates (R = 0.96 to 0.94, with *p*-values < 2.2 × 10^− 16^, Fig. 2C). Nevertheless, the biological or technical source of the variation among the different marks could not be resolved in this study, because different embryo batches, sometimes from different seasons, were used. In addition, for the 20 h ATAC-seq data, a distinct nuclear extraction protocol for one of the replicates [25] may have contributed to some technical variability. Given these caveats no quantitative genome-wide comparison of the different genomic profiles between stages is performed, but only primarily qualitative comparisons among stages based in peak calls (Fig. 2F and Fig. S1 F). However, despite the higher variability of the PRO-seq and ATAC-seq 20 h data sets, generally similar signal profiles are seen among biological replicates in both developmental stages, as illustrated at the *H2A.Z* locus [25] (Fig. 1B). Similar reproducibility trends are observed at promoters and CRMs (Fig. S1 A-D), with much higher replicate correlations for the subset of CRMs that are the primary target of this study (CRMs hereafter) (Fig. S1 B and D).

Genome-wide, most dREG peaks overlap Pol II peaks (Fig. 2E), as expected. However, because much of Pol II is found in the body of transcribed genes, the majority of pol II peak calls did not overlap with dREG predictions. About 40% of ATAC-seq peaks do not overlap Pol II peaks, and about 90% of ATAC-seq peaks do not overlap dREG predictions, revealing that a substantial fraction of chromatin-accessible regions do not associate with RNA Pol II or transcription initiation detected using dREG, which depends on local transcription initiation profiles. 

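Within the 389 CRMs, a Pol II peak was present in 312 of the 312 CRMs with 20 h ATAC signal in Supplementary Table 1 (100%, Wilson 95% interval 98.8 to 100%) and in 71 of the 77 CRMs without it (92.2%, 84.0 to 96.4%; two-sided Fisher's exact test, p = 5.1e-05). For dREG signal at 20 h, the numbers were 192 of 192 CRMs with signal and 191 of 197 without (97.0%, 93.5 to 98.6%; Fisher's exact test, p = 0.0301). All 3 assays marked 174 CRMs, ATAC and Pol II without dREG marked 138, dREG and Pol II without ATAC marked 18, and Pol II alone marked 53. No assay marked the remaining 6. CRMs average 2835 bp, so a peak within a CRM need not overlap the accessible or initiating site itself, and the positions of ATAC peaks and dREG predictions were not used here. With an overlap of at least 50 bp required, 311 of the 312 CRMs with ATAC signal had a Pol II peak.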

Similar overlapping trends are observed in the CRMs target of this study, with a much larger fraction of ATAC peaks overlapping Pol II peaks, dREG predictions and both (Fig. S1 E), possibly in association with a transcriptional regulatory enrichment in the CRM data set, which is strongly biased for evolutionary sequence conservation [33].

The distinct peak numbers and particular overlaps among the three genomic assays anticipate distinct contributions and/or the requirement of combinatorial analysis for the prediction of distal TREs. Globally, about 42 and 50% of the 12 and 20 h dREG peaks are stage specific, respectively (Fig. 2F), while 36 and 38% of the 12 and 20 h ATAC peaks are stage specific, respectively (Fig. 2F) . However, for peaks overlapping CRMs (Fig. S1 F), the majority of ATAC and dREG peaks present in the 12 h stage remain in the 20 h stage, but a much larger proportion of dREG peaks than ATAC peaks are 20 h specific, 60% versus 30%. This reveals that during the 12 to 20 h transition there is a general increase of transcription initiation and pause at developmental TREs while accessibility, estimated by peak calls, is more constant. This suggests that increased accessibility of developmental enhancers generally precedes transcriptional output of developmental TREs.

### Validation and evaluation of functional genomic marks for the identification of developmental TREs

We manually contrasted our functional genomic data sets with previous experimental *cis*-regulatory analyses in order to explore how they could facilitate the identification of active developmental TREs. TRE necessity for the control of endomesoderm transcription factor *SpHox11/13b* developmental expression has been characterized by deletion from BAC reporters, and TRE sufficiency by plasmid reporter constructs testing an overlapping array of genomic regions that scan the entire locus [24]. ATAC-seq peaks underscore regulatory element ME in 12 and 20 h embryos but only dREG highlights ME in 20 h embryos (Fig. 3), which corresponds to the stage of higher ME reporter activity [24].

**Fig. 3:**
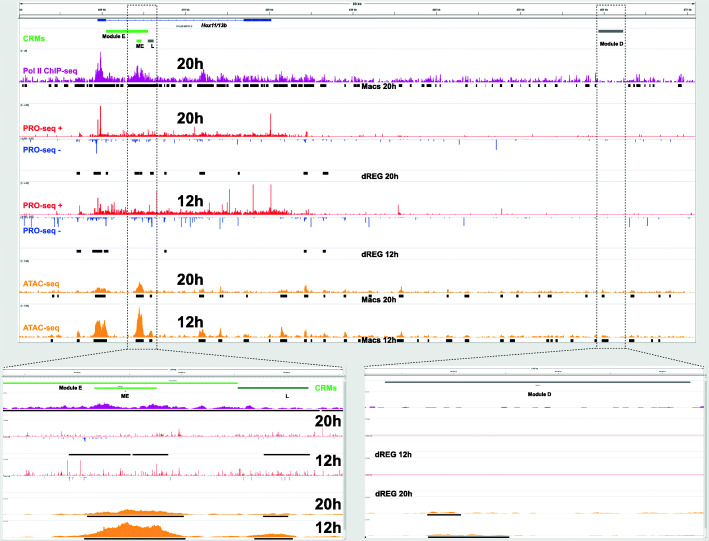
ATAC-, Pol II ChIP- and PRO-seq sea urchin embryos at the *SpHox11/13b* locus. For ATAC- and PRO-seq, the scale in reads per million at the start of each track is maintained at the same range between states and equal between plus and minus strands. The whole region was scanned for enhancer activity by overlapping 3–5 Kb reporter constructs [24], only active CRMs are indicated, in green those active in both stages, and in gray those inactive or with unknown activity in these stages as indicated in the text

This pattern of 20 h specific dREG activity follows the general ATAC and dREG stage prevalence trend in the proximity of regulatory elements, a generally constant number of ATAC peaks and increased number of dREG peaks during the later blastula stage (Fig. S1 F). Module ME has been demonstrated to be both necessary by deletion in BAC reporters and sufficient in plasmid reporters [24] to drive the embryonic *SpHox11/13b* expression profile, which is spatially dynamic and increases during the 12 to 20 h transition [38]. Like many other early embryo TREs, ME has distinct enhancer and silencer functions in different embryonic territories. In 12 and 20 h embryos, module ME responds to spatially restricted vegetal *wnt* signaling by enhancing transcription in the endomesoderm and endoderm territories, and by silencing transcription in the ectoderm and the mesoderm, where the *wnt* pathway remains and becomes inactive, respectively [24]. Therefore, the whole embryo genomic profiles derive from both enhancer and silencer activities from different territories.

DNA binding sites for transcription factor TCF are required for the *wnt* signal dependent enhancer and silencer functions of element ME. There is an increase in the transcriptional pause at the 20 h embryo *SpHox11/13b* promoter relative to the 12 h stage (Fig. 3), which could correspond with its ME transcriptional silencing in the ectoderm and mesoderm [24]. Interestingly, the cofactor of TCF, groucho, implements silencing by pause in Drosophila embryos [39], which may represent an evolutionarily conserved function in sea urchins. Module D, in isolation, drives unrestricted reporter expression in 15 and 18 h embryos that can be dominantly silenced by module ME when placed in the same reporter construct [24]. Module D is inactive in 6 and 21 h embryos, leaving uncertain its activity in 12 h embryos. There are ATAC-seq peak calls with relatively low signal within Module D in both stages, but no dREG peaks (Fig. 3). Thus, module D lacks silencing functions and dREG peak calls.

Module D was not deleted in BACs and therefore its endogenous function remains uncertain [24]. Finally, element L, which drives reporter activity at later stages, was undetectable with reporter constructs in 15 and 24 h embryos [24], dREG marks regulatory element L in 20 h embryos but not in 12 h embryos, while ATAC detects this regulatory element in both stages. In this case, the dREG peak calls and associated pausing in module L of 20 h embryo may correspond with its priming for subsequent activation during later embryonic and larval stages.

Similar unbiased tiling array reporter scan was performed for the regulatory elements controlling the expression of transcription factor *onecut* [40]. During pregastrular stages, *onecut* zygotic transcript levels reach a minimum soon after the 12 h stage and peak at 20 h, around the time when its restricted oral-aboral boundary expression is stablished [40]. Analogous to *SpHox11/13b* module ME, distal regulatory module Intron-D of *onecut* integrates enhancer and silencer functions that are necessary and sufficient to recapitulate the expression of this transcription factor [40]. Likewise, ATAC-seq peak calls underscore Intron-D in both stages, but only 20 h dREG peak calls highlight Intron-D, coincident with an augment of pause at the *onecut* promoter (Fig. S2). Thus, both in *SpHox11/13b* ME and *onecut* Intron-D PRO-seq signals may correspond to a blend of transcriptional activation and silencing functions in different embryo regions. Only ATAC-seq peaks intersect *onecut* Intron-C module, which is inactive in 20 h embryos (Fig. S2). Thus, similar to module L of *SpHox11/13b,* the ATAC-seq peak call does not correspond with enhancer activity.

There are far more ATAC-seq peak calls than dREG predictions at both loci (Fig. 3 and Fig. S2), along with the general genomic trend (Fig. 2E). Both loci were scanned by a comprehensive reporter tiling scheme to test the entire regions for enhancer activity in an unbiased manner [24, 40]. Remarkably, dREG TRE predictions correspond closely with regulatory elements experimentally mapped to their minimum range (Fig. 3 and Fig. S2). However, most dREG predictions do not match CRM enhancer reporter activity (Fig. 3 and Fig. S2), and even a higher proportion of ATAC peaks do not correspond with enhancer-active CRMs. The distribution of Pol II ChIP peaks is even broader, particularly at introns, which are prone to contain TREs (Fig. 3 and Fig. S2), and, therefore, Pol II ChIP signal seems poorly suited for TRE predictions on its own. Manual analysis of other experimentally characterized transcriptional regulatory elements [41–43] generally confirms the trends outlined above (Fig. S2). Additional regions of the genome can be analyzed with the data sets deposited at the NCBI Gene Expression Omnibus [44], which include ATAC-, Pol II ChIP- and PRO-seq genomic profiles along with their associated peak calls. In summary, our manual analysis suggest that accessibility may have a looser correspondence with enhancer activity. In addition, although increased pause does not necessarily correspond with silencing, as it may be associated with increased release and elongation, the dual report of transcriptional elongation and pause by PRO-seq may correspond to enhancer and silencer activities differentially deployed in space, which is very common among early embryo regional specification TREs [4].

### Prediction of enhancer activity from chromatin accessibility and pol II

We decided to systematically test if machine learning models using chromatin accessibility, Pol II distribution and transcription initiation could predict the previously quantified enhancer activity of 389 CRMs (Supplementary Table 1) primarily selected for their evolutionarily sequence conservation [33]. We first tested a subset of reporters quantified at high temporal resolution using nanoString technology [32], but the very small number of inactive reporters was unsuitable for model training (results not shown). We therefore settled for a previous data set that measured reporter enhancer activity by qPCR and included 12 and 24 h time points [33]. Although this generated a mismatch with the 20 h stage examined in our genomic data, no major regulatory transitions have been identified for the majority of the genes involved during this 4 h period [45]. The average size of the 389 CRMs (2839 bp) is about one order of magnitude larger than the average of ATAC peaks (316 bp) Pol II peaks (338 bp), and dREG TRE predictions (373 bp) (Fig. 4A). Thus, in order to reduce confounding inputs to the CRMS that may not relate to TRE function, such as background transcription at introns, or background accessibility along the CRM span, the ATAC-, Pol II ChIP- and PRO-seq signals were computed at CRM regions overlapping peak calls and dREG predictions. 

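Computed from the coordinates in Supplementary Table 1, the 389 CRMs were 2835 ± 824 bp long (mean ± SD) with a median of 2997 bp. The ratio of the mean lengths of CRMs and Pol II peaks was 8.40 and that of the medians was 13.8. Long peaks carried much of the covered sequence. The 26155 peaks of at least 1000 bp held 25.8% of all bases under Pol II peaks. Each CRM overlapped 2.76 ± 1.64 Pol II peaks (mean ± SD), and 78 CRMs (20.1%) lay entirely within 1 peak.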

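Of the 389 CRMs, 383 overlapped at least 1 Pol II peak (98.5%, Wilson 95% interval 96.7 to 99.3%). Windows of the same lengths placed at random on the same scaffolds overlapped a peak in 84.6 ± 1.74% of cases (mean ± SD of 1000 placements), and no placement reached the CRM value (one-sided permutation of positions, p = 0.001, the smallest that 1000 placements can give). Peaks covered 65.8% of the CRM sequence after overlapping CRMs were merged, against 30.7 ± 1.50% of the random windows (p = 0.001 from the same permutation). Restricting the windows to within 50 kb of each CRM raised the random values most, to 93.2% of windows and 47.4% of bases. Assembly gaps were not excluded from the windows, which lowers the random values by an unknown amount.
In 37 of 37 genes, CRMs named with the letter U, I or D were not interleaved with those of another letter along the scaffold. Where all of these letters occur, I lies between U and D. Genes that lack a letter, such as FoxO and FoxG, cannot test that order. The letters were read as upstream, intron and downstream. Intronic CRMs were covered over 80.3 ± 24.9% of their length (SD, n = 166), upstream CRMs over 56.7 ± 26.5% (n = 133) and downstream CRMs over 56.4 ± 27.5% (n = 90). Intronic CRMs had more bases under peaks than upstream CRMs (AUROC 0.706) and downstream CRMs (AUROC 0.777; two-sided permutation tests, each p = 1e-05, the smallest possible, and 1.5e-05 after Benjamini-Hochberg adjustment over 3 comparisons). Upstream and downstream CRMs did not differ detectably (AUROC 0.569, permutation test, adjusted p = 0.0778), except in the permutation within genes (p = 0.0298).
At FoxJ1, which has the CRM with the highest 24 h reporter expression, 1 peak of 13002 bp on Scaffold378 from 179793 to 192794 covered 4 of the 6 CRMs entirely.

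**Figure D2:**
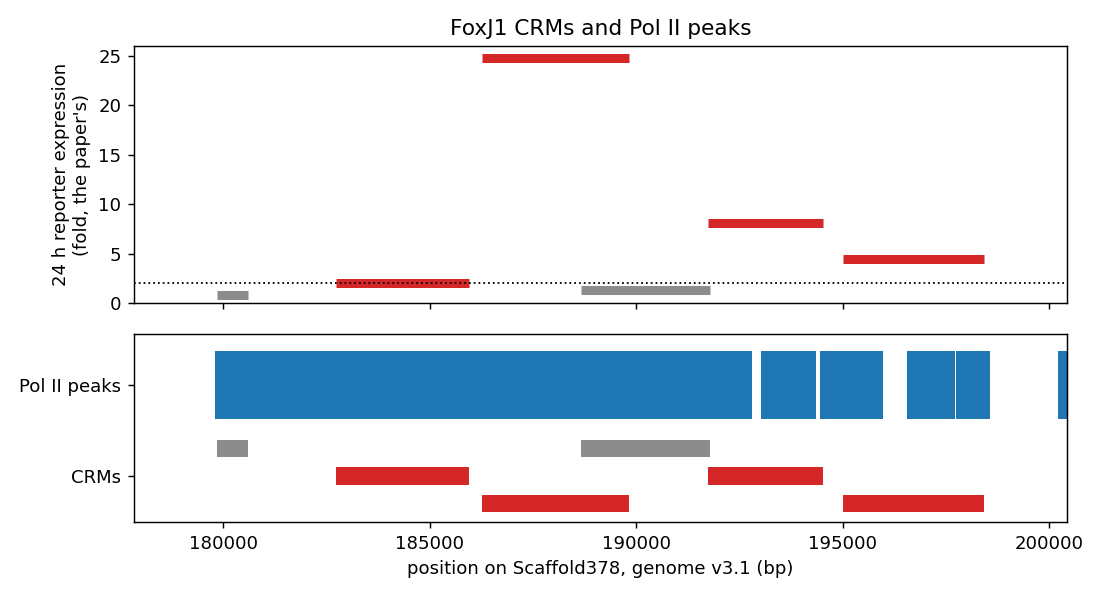
CRMs of FoxJ1 and Pol II peaks by position on Scaffold378 of genome version 3.1 (bp). The upper panel gives the paper's 24 h reporter expression (fold over the basal promoter) with the activity threshold of 2 as a dotted line, and the lower panel shows Pol II peaks in blue above the CRMs, with active CRMs in red and inactive CRMs in grey. The peak of 13002 bp spans both active and inactive CRMs.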

CRMs were defined as active if they drove reporter expression twice above the basal promoter (Fig. 4B and C). CRM activity cannot be explained by CRM size because there is no significant size difference between active and inactive enhancers (Fig. 4A, inset, Wilconox *p*-value = 0.11). However, active CRMs in 12 and 24 h embryos have significatively higher PRO-, ATAC-, and Pol II ChIP-seq signals (Fig. 4D, *p*-values < 1.8 e-06).

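The 67 CRMs active at 24 h had 2293 ± 890 bases under Pol II peaks (mean ± SD) and the inactive CRMs had 1785 ± 966. An active CRM had more covered bases than an inactive one in 0.660 of all pairs (AUROC; two-sided permutation test, p = 3e-05), and the distributions overlap widely. CRM length differed less (AUROC 0.566, permutation test, p = 0.0916), and the share of the CRM under a peak was also higher in active CRMs (AUROC 0.626, p = 0.00094). Active CRMs overlapped fewer separate peaks, 2.37 ± 1.38 against 2.84 ± 1.68 (AUROC 0.422, permutation test, p = 0.0387), while their longest overlapping peak was longer, with medians of 3881 and 1339 bp (AUROC 0.685, p = 1e-05, the smallest that 100000 permutations can give). Peak length here includes bases outside the CRM, and several CRMs of a gene can share 1 peak, so that last p-value overstates the evidence. The paper's own Pol II signal of Supplementary Table 1 gave an AUROC of 0.739, the largest shift from the covered bases among the alternatives of the same direction. With 12 h activity in place of 24 h activity, the AUROC of the covered bases was 0.666 (permutation test, p = 0.0002). Leaving out each of the 37 genes in turn gave an AUROC between 0.647 and 0.672. Taken class by class, after the data were seen, the difference in covered bases was detected among upstream CRMs (AUROC 0.752, adjusted permutation p = 3e-05). It was not detected among intronic CRMs (AUROC 0.589, adjusted permutation p = 0.229). Nor was it detected among downstream CRMs (AUROC 0.600, adjusted permutation p = 0.514), of which 4 are active.
Of the 5 CRMs with the highest 24 h expression, FoxJ1_If_02 (24.8-fold in the paper's table) and Dach_If_09 (20.3-fold) were covered over 100% of their length, Univin_Ir_01-2 (21.5-fold) over 99.1%, Sip1_Ir_07-32 (18.5-fold) over 86.3% and Chordin_Ur_03 (16.9-fold) over 83.4%. All but Chordin_Ur_03 are intronic, a class covered over 80.3 ± 24.9% of CRM length (mean ± SD). Within the 67 active CRMs, 24 h expression did not correlate detectably with covered bases (Pearson r = -0.0285, permutation p = 0.818). The 3 inactive CRMs with the most covered bases were Dach_If_02 with 5908, Lim1_Ir_02 with 4289 and Shr2_Uf_02 with 4116. No active CRM lacked a peak.

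**Figure D3:**
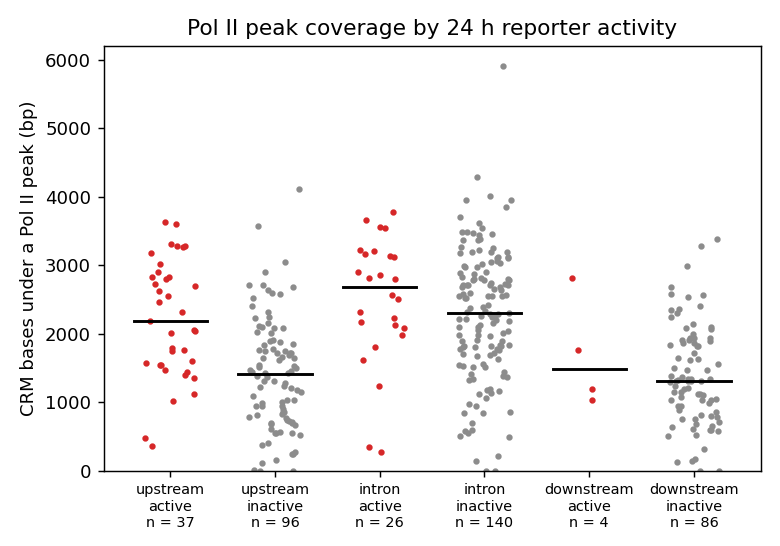
CRM bases under a Pol II peak (bp) by position class and 24 h reporter activity; each point is a CRM, active in red and inactive in grey, and lines are medians. Active and inactive CRMs overlap in each class, and the downstream class holds 4 active CRMs.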

**Fig. 4:**
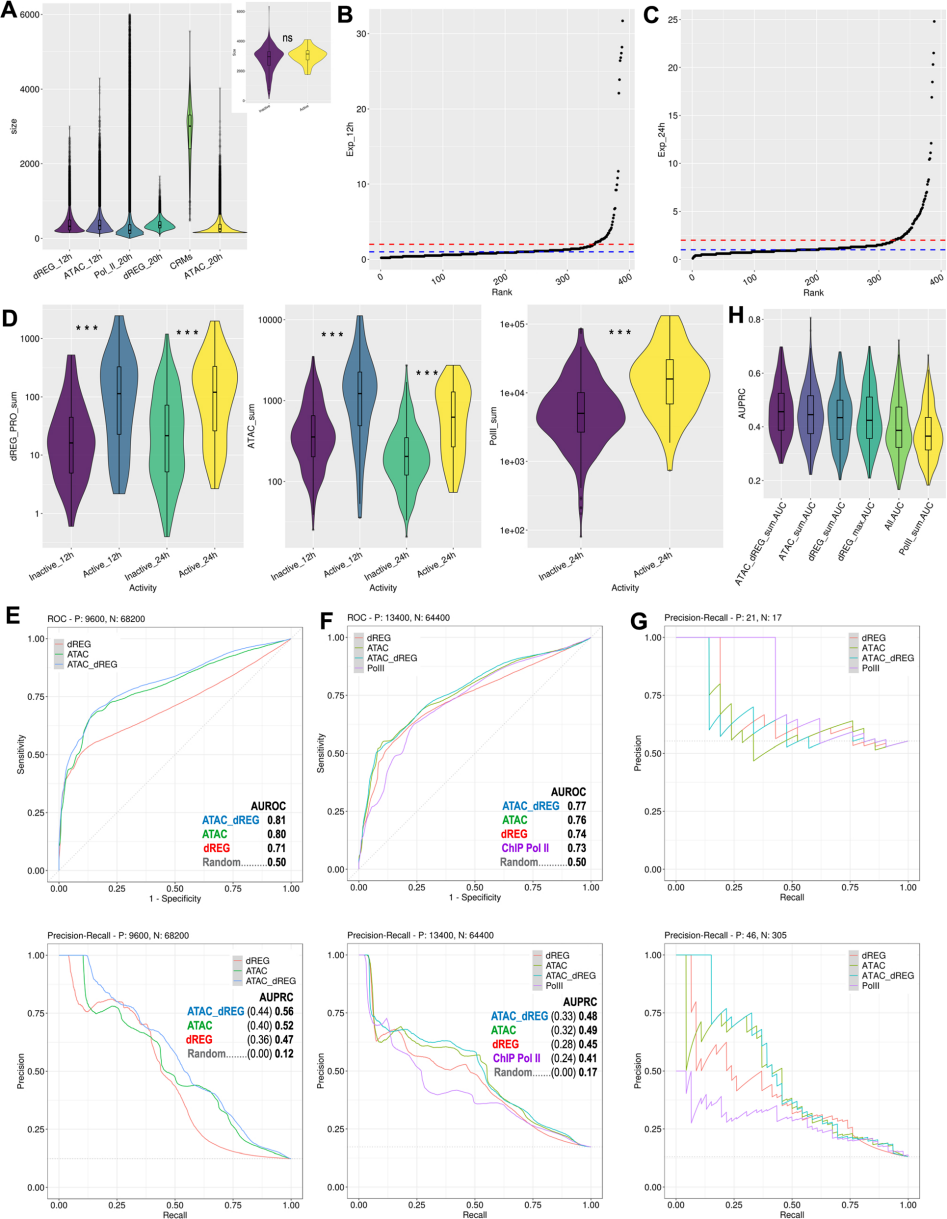
Modeling of CRM reporter activity from of ATAC-, Pol II ChIP- and PRO-seq. **A** Violin/box-plot of the ATAC, Pol II ChIP peak call and dREG TRE prediction sizes, and the 389 CRMs. The inset plots the size distributions of active and inactive CRMs, which is not significatively different. **B** and **C**, ranked CRM expression plot in 12 and 24 h embryos, respectively. The blue line at 1 marks the CRM expression level when it equals that of the basal-promoter reporter. The red line by the curve “elbow” marks the 2 fold above control chosen as the expression threshold. **D** Violin/box-plots of PRO-, ATAC-, and Pol II ChIP-seq significatively different signals between active and inactive CRMs in 12 and 20 h embryos. **E**, top, 12 h embryo Receiver Operating Characteristics (ROC) and, bottom, Precision-Recall Curves (PRC) of the logistic regression models trained and tested by 5 fold cross-validation repeated 200 times. Area Under the ROC (AUROC) and AUPRC as indicated for each model. Dotted lines mark random guess prediction performance, a mid-diagonal for ROC and a horizontal line at the fraction of active CRMs for PRC. The absolute AUPRC indicated in bold and the difference with random guess in parenthesis. **F** ROCs and PRCs in 20 h embryos. **G**, top, PRCs evaluating the enhancer activity predictions for the CRM promoter-overlapping data set of models trained with the entire 20 h CRM data set. Bottom, model predictions for the complementary, non-promoter overlapping data set. **H** Violin/box-plot of the AUPRC after cross-validation with different predictors, as indicated; All, includes the sum and max of the 3 genomic profiles allowing second order interactions among predictors; dREG-max, signifies the sum of the maximum values at dREG peaks

Logistic regression classifiers trained and tested by 5 fold cross-validation repeated 200 times resulted in predictions significatively above random guess in both embryo stages (Fig. 4E and F). 

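A logistic regression on log10(bases under a Pol II peak + 1), with 5-fold stratified cross-validation repeated 200 times, had an AUROC of 0.653 ± 0.00531 at 24 h (SD over repeats). That SD reflects the assignment to folds and not sampling of CRMs; resampling CRMs gave a 95% bootstrap interval of 0.588 to 0.732 for the AUROC of the covered bases. The alternative that moved the value most was the number of peaks (0.563). Keeping all CRMs of a gene in the same fold gave 0.638. Under the same cross-validation the paper's signals gave 0.736 for Pol II, 0.764 for ATAC and 0.757 for dREG.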

The performance of models using ATAC, dREG (PRO-seq reads at TRE dREG predictions), their combination (ATAC + dREG), and Pol II ChIP was slightly higher for ATAC + dREG models when evaluated by the Area Under the Receiver Operating Characteristic (AUROC) plot (Fig. 4E and F), which graphs the relation between true and false positive rates at different model prediction thresholds. However, the CRM expression data set is highly unbalanced, with about 10 times more CRMs reporting inactive than active enhancer activity (Fig. 4B and C), and, in these cases, Precision-Recall Curves (PRCs), which plot precision values along the range of true positive rates, provide a better discrimination metric for classifier evaluation [46].

When AUPRCs are used for model evaluation, more distinct model performances are obtained, particularly for the 20 h data sets (Fig. 4F, bottom). 

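The covered bases gave an AUPRC of 0.256 ± 0.00778 (SD over repeats), where random guess is the active share of 0.172. Among the paper's signals, Pol II gave 0.422, ATAC 0.480 and dREG 0.465. Resampling CRMs, the average precision of the ATAC signal exceeded that of the covered bases by 0.235 (95% bootstrap interval 0.123 to 0.337) and that of the dREG signal by 0.210 (0.0999 to 0.312). The paper's Pol II signal exceeded the covered bases by 0.168 (0.0726 to 0.247).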

Individually, all assays perform much better than chance in both stages (Fig. 4E and F). 

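Adding the bases under Pol II peaks to a model with the paper's ATAC and dREG signals changed the AUPRC from 0.519 to 0.513. The difference was -0.00582 ± 0.00505 (SD over repeats on the same folds), and 25 of 200 repeats had a gain. With the paper's Pol II signal added in place of the covered bases the difference was -0.00512 ± 0.00776, and with ATAC alone as the base model it was -0.00648 ± 0.0117. The mean AUPRC did not rise in any of these models. The AUROC changed by -0.00051 ± 0.00252 with the covered bases, and rose by 0.00465 ± 0.00383 with the paper's Pol II signal (higher in 175 of 200 repeats) and by 0.00275 ± 0.00344 when the covered bases were added to ATAC alone (164 of 200). These SDs reflect the folds and not sampling of CRMs. For models on the entire CRM set, the paper states that Pol II ChIP signal did not give better predictions, alone or combined with the other data sets; it reports promoter-overlapping CRMs separately, which were not analysed here.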

The combination of ATAC and dREG predictors barely improves performance at some recall values (Fig. 4E and F, bottom), and similarly, Pol II ChIP signal does not facilitate better enhancer activity predictions alone (Fig. 4F) or in combination with other data sets (results not shown). The limited model improvement with combined data sets is perhaps expected given their substantial correlation, with Pearson’s correlation coefficients ranging from 0.6 to 0.8 between predictors of the same stage. 

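Across the 389 CRMs, the bases under Pol II peaks correlated with the paper's Pol II signal (Pearson r = 0.863, Spearman rho = 0.814, both as log10(value + 1)), with the 20 h ATAC signal (r = 0.339, rho = 0.345) and with the 20 h dREG signal (r = 0.256, rho = 0.299). Each of the 3 correlations had a permutation p of 1e-05 for r and for rho, the smallest possible, and 1e-05 after Benjamini-Hochberg adjustment. The paper computed its Pol II signal where CRMs intersect Pol II peaks, so a correlation of that signal with covered bases was largely set in advance. Its p-value is no evidence of a separate association. Without the log transform, r with the paper's Pol II signal was 0.479 over the 389 CRMs. With the log transform, r was 0.774 over the 382 CRMs with values above 0 in both. These correlations are across CRMs, which are not independent replicates. Among the 192 CRMs with dREG signal, r with the covered bases was 0.477, the largest change among the alternatives for dREG. The paper's Pol II signal had r = 0.413 with its ATAC signal and r = 0.478 with its dREG signal as log10(value + 1), and r = 0.579 and r = 0.699 without the log transform.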

Incorporation of other parameters such as peak summit value, did not improve any predictive models, as illustrated for dREG (Fig. 4H). As expected, lower model performance was also obtained when the functional genomic data were computed along the entire CRM instead of restricting the signal input to peak call windows (not shown). Optimization of other machine learning methods, such as random forest and support vector machine, did not improve classifier performance over logistic regression (not shown), likely reflecting the small size of the available data. In short, total ATAC-seq and PRO-seq signals at dREG peaks are the best predictors of active enhancer activity among the profiles tested in this study.

About half of the CRMs that overlap promoters are active in the reporter assays, indicating a high degree of enhancer activity from promoter-adjacent DNA in sea urchin embryos [33]. Nearly all these promoter-overlapping CRMs were previously shown to be active in both orientations [33], demonstrating bona fide enhancer activity. We further confirmed that the concurrent and divergent orientation of promoter-overlapping CRMs in reporter constructs were evenly represented in our data set and did not correspond with significant enhancer activity differences (Fig. S3), excluding the relevance of confounding effects due to transcription initiation at the CRMs followed by elongation into the reporter. The sizes of promoter-overlapping CRMs (Fig. 4A) suffice to include both distal and proximal TREs, including promoters. Interestingly, ATAC and dREG models trained with the entire data set (Fig. 4F) underperformed relative to Pol II ChIP based models in the prediction of enhancer activity of the promoter-overlapping CRM subset (Fig. 4G, top). In the complementary analysis, the Pol II ChIP model trained with the entire set further underperformed relative to ATAC and dREG models in the prediction of CRMs not overlapping promoters, while ATAC and dREG maintained performance similar to predictions with the entire set (Fig. 4G, bottom). The exclusion of the 41 promoter-overlapping CRMs from the training and testing data set decreased the prediction performance of all models in both stages (Fig. S4 A and B). Overall performance was broadly similar between ATAC and dREG models trained and tested with the promoter overlapping or non-overlapping in 12 h embryos (Fig. S4 A and C). In contrast, ATAC and dREG models trained with CRM-overlapping promoters failed to predict the activity of their hold out set and were outperformed by Pol II ChIP models in the 20 h data set (Fig. S4 D). All of the above, reveals that the enhancer activity predictive power of ATAC-seq and PRO-seq for promoter-proximal CRMs dramatically devalues during the 12 to 20 h transition.

The larger proportion of positive enhancers among CRMs that overlap promoters relative to CRMs not overlapping promoters, ~ 50% vs. ~ 13% in 20 h embryos, is not surprising given the bias for regulatory genes active during development of this data set [33] combined with the general trend of enhancers to be near their promoter targets [47]. The enhancer activity of promoters has precedents [48, 49] and it is perhaps not surprising for evolutionary reasons [2].

We tested if the functional genomic datasets could predict the levels of reporter enhancer activity of CRMs. In all cases, better linear regression model prediction was obtained with non-promoter overlapping CRM sets. The best performing model included the ATAC-seq plus the ATAC:dREG interaction, which explained about one third of the expression variation (average *R*^*2*^ = 0.29) in 20 h embryos (Fig. 5). ATAC-seq was a better predictor of enhancer activity in 20 h embryos relative to 12 h embryos (*R*^*2*^ = 0.26 versus *R*^*2*^ = 0.17, *p*-value < 2.2 e-16), and outperformed dREG in 20 h embryos (*R*^*2*^ = 0.17, p-value = 7.4 e-16) (Fig. S5). The difference in dREG model performances between stages or with ATAC-seq models in 12 h embryos was not significant due to the small size of the dataset. Nevertheless, the relative enhancer predictive power of ATAC-seq and PRO-seq is stage-dependent. The predicted value of most CRMs generally varies with the training set, as expected. However, there is a group of CRMs that are consistently and erroneously predicted as barely active (Fig. S5) due to their low signals in all assays (not shown). Highly active reporter constructs with low predictor signals may result from not uncommon miss-regulation outside the endogenous genomic context [4], which may cause ectopic expression, such as the one observed for *SpHox11/13b* module D [24], or it may reflect mismatches between the time points, especially at the 20 h stage.

**Fig. 5:**
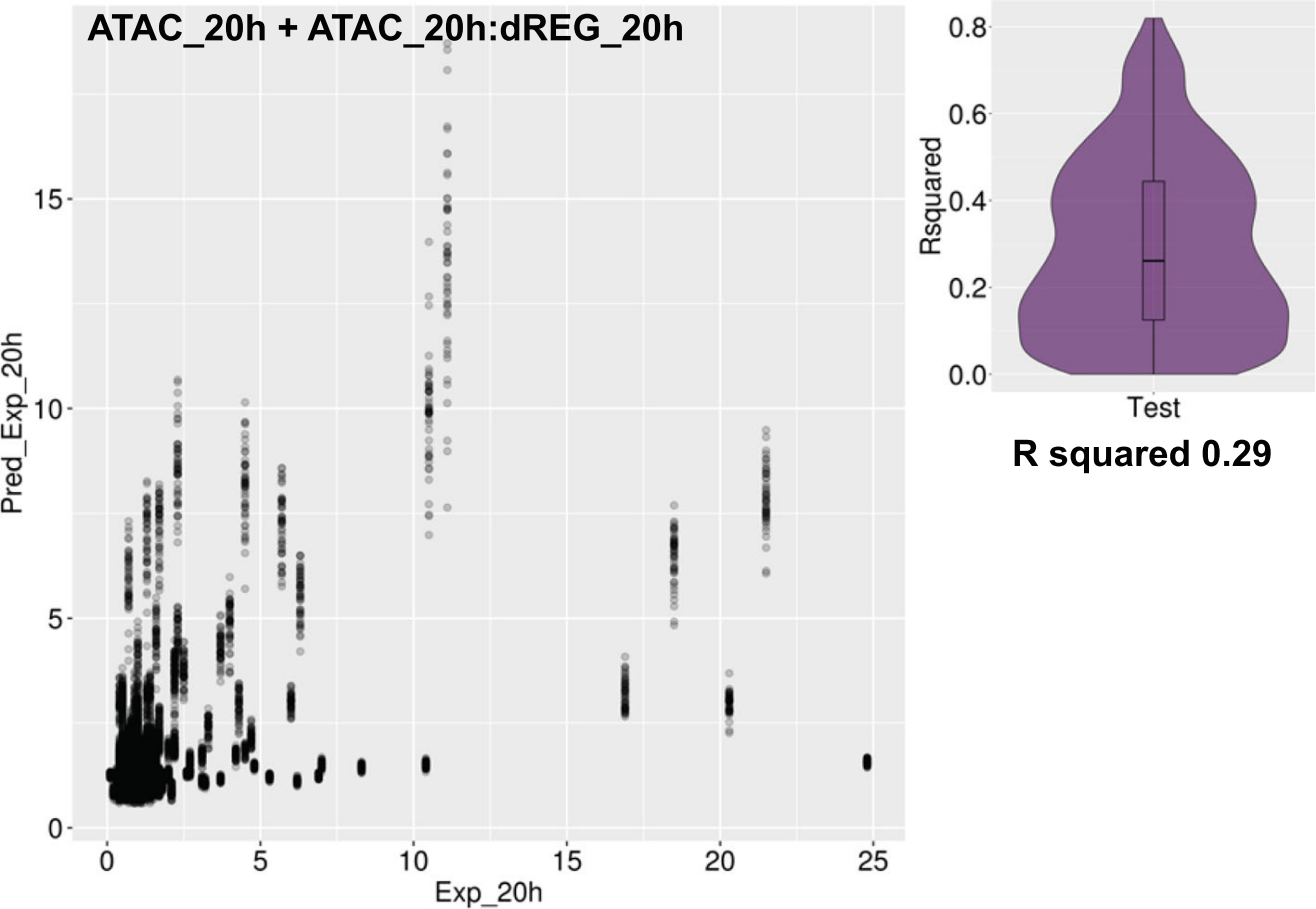
Quantitative prediction of enhancer activity from PRO-seq data. Plot of the hold-out predicted against the actual reporter expression of linear regression models using ATAC and PRO-seq signal at dREG predictions tested by five-fold cross-validation. Violin/Box-plot of R^2^ values, with the average indicated underneath

## Discussion

Machine learning models identify ATAC- and PRO-seq as efficient predictors of the developmental enhancer activity of genomic regions previously validated by their reporter driven expression in sea urchin embryos (Fig. 4E and F). Further prediction improvements are expected after addressing some limitations and biases in of our experimental setup. First, the bulk functional genomic profiles of whole embryos represent a blend of several transcriptional states present in different territories. The unavoidable bias against enhancers only active in a few cells should nevertheless correspond with similarly biased CRM reporter expression levels. More problematic could be the confounding enhancer and silencer activities in different territories for the same element, which are common in developmental gene regulation [4, 50], as previously discussed in the context of *SpHox11/13b* and *onecut* (Fig. 3 and Fig. S2). Future single-cell ATAC-seq studies will increase the spatial resolution over whole embryo characterizations, such as the one presented here, which are nevertheless required for validation. To our knowledge, there is no single-cell approach for PRO-seq. However, single-cell resolution should be also developed for the CRM functional assays in order to fully overcome this limitation. Second, the mismatch between the size of TRE peak calls and CRMs tested is less than ideal (Fig. 4A). In most high-throughput reporter assays [10], the regulatory regions tested are usually smaller than the few hundred base pairs of common TREs, which represents one of the several limitations of enhancer activity evaluation by reporter constructs [10]. In contrast, the genomic regions tested in our data set are large (Fig. 4A) and often contain several ATAC and dREG peak calls, whose signals would possibly better match enhancer activity if individually tested. Third, the CRMs functionally tested are biased for evolutionary sequence conservation, which may exclude functional but fast evolving CRMs. Thus targeting the functional analysis to ATAC-seq and dREG peak call regions would be more suitable to analyze the predictive value of these genomic profiles. Fourth, inherent to most high throughput reporter assays, enhancer activity is tested with a heterologous promoter, allowing for the mismatch between functional genomic assays and reporter activity due to enhancer-promoter specificity [51].

Despite the tight match between dREG TRE predictions and CRMs experimentally narrowed down to the smallest functional regulatory elements in a generally unbiased manner (Fig. 3), our results reveal that PRO-seq has similar predictive power as ATAC-seq. Perhaps this results from the dual report of transcription and pause by PRO-seq. Alternatively, the small set of positive enhancers measured by reporter assays could result in having insufficient statistical power. Nevertheless, despite all these caveats, ATAC-seq and PRO-seq alone suffice to explain between one quarter and one fifth of the reporter enhancer activity in 20 h embryos (Fig. 5 and Fig. S5). It is reasonable to expect even better performance in single cell assays exclusively testing the genomic regions highlighted by ATAC- and PRO-seq profiles.

Our results confirm and extend reports of distinct enhancer prediction performance for promoter-proximal regulatory elements previously obtained with a distinct set of functional genomic profiles [11].

The higher enhancer activity predictive power of Pol II for the promoter-overlapping subset (Fig. 4G and Fig. S4 B and D) is not surprising, because the endogenous Pol II signal due to effective transcription should parallel transcription driven by the promoter of the reporter construct whenever relevant regulatory elements are included in the CRM (Fig. S3 A). Interestingly, ATAC and PRO-seq profiles are irrelevant for the prediction of promoter-overlapping CRMs in 20 h embryos (Fig. 4G and Fig. S4 C and D). The lower predictive power of ATAC and PRO-seq for the promoter overlapping subset may relate to enhancer sharing between the endogenous promoter and the reporter promoter (Fig. S3 A), which should be biased against the reporter promoter due to enhancer-promoter specificity. In other words, the endogenous promoter represents a perfect match and should more effectively sequester any local enhancers included in the CRM, therefore lowering reporter activity. This potentially confounding factor for promoters that are tested for enhancer activity in reporter assays may be difficult to address because the core promoters of enhancers are functional components required for their enhancer activity [18]. More interestingly, different from the 20 h embryos case, ATAC- and PRO-seq profiles have similar predictive power for promoter-overlapping CRMs relative to distal CRMs in 12 h embryos (Fig. S4 C and A). This suggests that distinct transcriptional regulatory mechanisms, including those related to enhancer-promoter specificity, may prevail at TREs used at different levels of the gene regulatory hierarchy that is sequentially deployed during sea urchin development [45], or that regulatory genes are at distinct stages in the sequence of events leading to their transcriptional activation during the 12 to 20 h transition. Alternatively, the potential enhancer-sharing bias against promoter-overlapping CRMs mentioned above may be more pronounced in the 20 h stage, when most of the 37 regulatory genes subject of this study [32] are activated (Fig. S6).

Along with major transcriptome changes during the 12 to 20 h transition [36], the majority of the 37 regulatory genes undergo more than a twofold change in transcript levels (Fig. S6), in agreement with their position in the topological models of the BioTapestry Interactive Network Viewer [45]. In short, the activation of the upstream regulatory genes that determine the main territorial subdivisions is underway in the 12 h blastula, while the transcriptional states determining these subdivisions are well stablished in the 20 h blastula, including the activation of terminal differentiation gene batteries at the periphery of the transcriptional network [21–23, 45, 52]. In general, more PRO-seq than ATAC-seq associated changes are observed during the 12 to 24 h transition (Fig. S1 F), in agreement with punctual observations (Fig. 3 and Fig. S2). This would follow the general sequence of events in the transcriptional cycle [53], with enhancer accessibility preceding transcriptional initiation, followed by pause and release, all of which are target of regulation by sequence specific transcription factors. The early territorial subdivisions are mediated both by transcriptional enhancer and silencer functions, and the relation of functional genomic profiles to experimental characterizations (Fig. 3 and Fig. S2) suggest that pausing may not only provide a venue for coordinated and prompt transcriptional activation during development [54], but also anticipate permanent silencing in some territories.

## Conclusions

In summary, ATAC- and PRO-seq are efficient predictors of reporter enhancer activity of distal CRMs in sea urchin embryos, while the prediction of promoter-overlapping CRMs is stage-dependent. In late blastula embryos, Pol II enrichment is the best predictor of promoter-proximal CRM enhancer activity. There is a net increase in dREG TRE predictions during later embryonic stages, while accessibility peaks remain relatively constant. In combination, this suggests that the sequence of regulatory events leading to developmental TRE enhancer activity has different relevance at different GRN levels or developmental stages. Our work facilitates ongoing developmental gene regulatory studies by mapping genome-wide candidate TREs, identifies PRO-seq and ATAC-seq as candidate factor-independent methods that predict developmental enhancer activity in whole embryos, and outlines the stage-dependency and predictive value of distinct functional genomic profiles associated with proximal and distal regulatory elements.

## Methods

### Preparation of nuclear extracts and sequencing libraries

Sea urchin embryos were reared to different stages as previously described [25]. Nuclei for ATAC-seq and PRO-seq were prepared using a modified version of a density gradient method [55] as follows. Sea urchin embryos were centrifuged at 500 g for 3 min at 0 °C, the pellet was resuspended in 10 volumes of ice cold lysis buffer consisting of 20 mM EDTA, 2% polyethylene glycol, and 4 mg/ml of Protease Inhibitor Tablets (Thermo Scientific™ Pierce™ #A32965), added just before use, in 0.1 X PBS (PBS is 0.137 mM NaCl, 2.7 mM Cl, 10 mM Na_2_HPO_4_ and 18 mM KH_2_PO_4_), and incubated on ice for 5 min. Dissociated cells were further disrupted with 50 or more strokes in a fine dounce homogenizer. Density gradient nuclear wash and floating layers were prepared by diluting iodixanol 60% (OptiPrep™) in 1 X PBS to 20 and 40%, respectively. About 5 ml of nuclear lysate was deposited on top of 10 ml of nuclear wash and nuclei were collected over 200 μl of floating layer after centrifugation for 30 min at 2 °C and 3000 g in a swing bucket rotor. Nuclei aliquots were flash-frozen in liquid nitrogen. For the 20 h stage, nuclei of one of the two ATAC-seq biological replicates was prepared as previously described [25]. For ChIP-seq, fixation was performed by resuspending embryo pellets in crosslinking solution (1 mM EDTA, 0.5 mM EGTA, 100 mM NaCl, 1.8% formaldehyde, 50 mM HEPES, pH 8.0) for 15 min at 22 °C, followed by gravity settling and subsequent resuspension in stop solution (125 mM glycine, 0.1% Triton X-100 in PBS), 500 g centrifugation, and two washes with PBT (0.1% Triton X-100 in PBS). The embryos were transferred to 25 ml of ice cold homogenization buffer (15 mM Tris-HCl pH 7.4, 0.34 M sucrose, 15 mM NaCl, 60 mM KCl, 0.2 mM EDTA, 0.2 mM EGTA, with 4 mg/ml protease inhibitors) and incubated on ice for 5 min. Embryos were first dounced 20 times with pestle type A (loose), followed by 10 times with pestle type B (tight). Nuclei were then filtered through a 20 μM filter and pelleted at 3500 g for 5 min at 4 °C. The nuclei were resuspended in 7.5 ml of PBTB (5% BSA in PBT buffer, with proteinase inhibitors). Propidium iodine stained nuclei were quantified using a hemocytometer and a fluorescence microscope.

ATAC-seq library preparation and Illumina sequencing followed similar procedures to those previously described [34]. The ENCOCE-DCC atac-seq-pipeline [56] was used for mapping the raw reads to the *S. purpuratus* genome version 3.1 using default settings, except for the MACS2 peak call p threshold, which was set to 0.05. Two biological and one technical replicate libraries were paired or single end sequenced. A total of 16,005,927 20-h and 73,272,494 12-h embryo reads mapped to the genome after deduplication and mitochondrial chromosome filtration. About 44% of the reads locate in peak calls, see quality control summary for detailed reproducibility and sequence quality metrics (Supplementary quality control files).

PROseq libraries were elaborated following previously stablished protocols [17], single or paired end sequenced in Illumina platforms, and mapped to the *S. purpuratus* genome version 3.1 using proseq2.0 pipeline [57]. Regulatory elements were predicted with the vector machine learning tool dREG [15]. Two biological and one technical replicate libraries were prepared and paired or single end sequenced, providing a total of 56,781,051 20-h and 28,430,031 12-h mapped reads, excluding ribosomal RNAs.

For ChIP-seq library preparation, 50 to 100 million nuclei were spun at 4000 g for 5 min at 4 °C. Nuclei were resuspended in 1 ml FA buffer (50 mM HEPES/KPH pH 7.5, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 150 mM NaCl, 0.1% sarkosyl, and protease and phosphatase inhibitors). The resuspended nuclei were then sonicated at 4 °C for 15 min on high, cycle of 30 s on and 30 s off, to obtain an extract with fragmented chromatin. Extracts were brought up to 440 μL with FA buffer with protease and phosphatase inhibitors. Between 1 to 2 mg of extract and 4 μg of antibody were used per ChIP. Prior to the addition of antibody, 5% of the extract was taken for input. Mouse monoclonal antibody against RNA polymerase II CTD-repeat YSPTSPS (8WG16; abcam ab817mod) was used for ChIP. The mixture was incubated rotating at 4 °C overnight. 40 μL of protein G sepharose bead slurry (GE Healthcare) per ChIP sample was washed three times with 1 mL FA buffer, added 40 μL bead slurry to each ChIP sample and rotated at 4 °C for 2 h. Meanwhile, 200 μL ChIP Elution Buffer (1% SDS, 250 mM NaCl, 10 mM Tris pH 8.0, 1 mM EDTA) and 2 μL 10 mg/μL RNase A were added to inputs and incubated at room temperature. Beads were washed at room temperature by adding 1 mL of each of the following buffers and collecting beads by spinning for 1 min at 2500 g: two times FA buffer for 5 min, one time FA-1 M NaCl for 5 min, one time FA-500 mM NaCl for 10 min, one time TEL buffer (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl, pH 8.0) for 10 min, two times TE for 5 min. Proteinase K was added to both inputs and ChIPs and incubated in a 50 °C heat block for an hour. Inputs and ChIPs were allowed to reverse crosslink overnight in a 65 °C water bath. DNA was ligated to Illumina or homemade multiplexed adapters and amplified by PCR. Using a thin 1.5% agarose gel, DNA fragments between 300 and 600 bp were purified using the Qiagen Gel Extraction kit. Qubit flourometer was used to measure DNA concentration. Single-end sequencing was performed for the ChIP-seq and input DNA at the New York University Center for Genomics and Systems Biology high-throughput sequencing facility. We combined replicates and aligned 50 bp single end reads to the *S. purpuratus* genome version 3.1 linear scaffolds using Bowtie 2 version 2.2.3 [58] with default parameters. A total of 13,762,893 ChIP and 26,476,643 input mapped reads were obtained. Mapped reads from ChIP and input were used to call peaks and coverage per base using MACS version 1.4.2 [59] with default parameters.

### Computational analysis of PRO-, ChIP-, and ATAC-seq peak calls and machine learning, enhancer activity prediction

Signal at PRO-, ChIP-, and ATAC-seq peak calls was quantified using the R package bigWig [60]. ATAC and PRO-seq reads of 12 and 20 h embryos where normalized to reads per million per base. For ATAC-seq peak calls, any overlapping peaks were merged prior to analysis. Density plots used R lift posted in StackOverflow [61]. Overlaps among PRO-, ChIP-, and ATAC-seq peak calls were analyzed and illustrated with ChIPpeakAnno [62] using default parameters. Promoters are defined as the 200 bp region centered at the 5′ end of transcript based gene models, which are a better approximations than GLEAN models [36]. For all data sets, reads from different replicates were merged into single bigwig files and reads computed at peak calls and dREG predictions using the bigWig interface [60].

Using bedtools [63], the intersections between dREG predictions and CRMs were merged, to correct for CRM overlaps, and then extended 50 bp, to compute the pause associated PRO-seq reads oftentimes extending beyond the raw dREG prediction. The total number of 3′ end reads in the plus and minus strand and the summit for each TRE prediction was estimated with the sum and max parameters of the bigWig query function. Similar analysis was performed for the reads per base for the intersection with ATAC- and Pol II ChIP peaks, without the 50 bp extension. Graphics were elaborated with ggplot and tidyverse [64].

The package caret was used for the optimization, test and evaluation of classification and regression models [65]. Logistic classification and linear regression models were fitted and tested by 5 fold cross-validation with stratified sampling repeated 200 times. The package precrec [66] was used to generate ROCs and PRCs.

## Supplementary Information

**Additional file 1.**

**Additional file 2: Supplementary Table 1.** Genomic locations, genomic signals and reporter activities of the 389 CRMs.

**Additional file 3: Fig. S1.** Promoter and CRM PRO-, ATAC- and ChIP-seq analysis.

**Additional file 4: Fig. S2.** PRO-, Pol II ChIP- and ATAC-seq at *onecut, gcm, gatae* and *delta*. A, onecut, the entire region was scanned for enhancer activity by overlapping reporter constructs averaging 2.23 Kb [40]. Similar snapshots are taken for other regulatory genes whose regulatory elements were primarily selected based on evolutionary sequence conservation rather than an unbiased tiling scan.

**Additional file 5: Fig. S3.** The enhancer activity of promoter-overlapping CRMs is independent of their orientation. A, the concurrent orientation of the promoter in the GFP reporter construct and the promoter of promoter-overlapping CRMs could in principle result in transcripts reaching to the coding region of the reporter that could confound CRM driven transcription (red dashed line) with enhancer activity (black dotted line). In both cases the reporter enhancer activity of CRMs containing endogenous promoters should be diminished due to enhancer sharing between both promoters. Correlation of Pol II accumulation at endogenous promoters (purple ovals) and reporter expression is expected for CRMs that contain necessary enhancers and endogenous promoters. B, the difference of expression between CRMs in concurrent and divergent reporter construct orientation is not significant (ns) in 12 and 24 h embryos, Wilcox test *p*-values of 0.67 and 0.14, respectively.

**Additional file 6: Fig. S4.** Evaluation of models for CRMs overlapping and not overlapping promoters. A, 12 h embryo and, B, 20 h embryo models trained and tested with CRMs not overlapping promoters. C, 12 h embryo and, D, 20 h embryo models trained and tested with CRMs overlapping promoters.

**Additional file 7: Fig. S5.** Quantitative prediction of enhancer activity from ATAC and PRO-seq data. Plot of the hold-out predicted and actual reporter expression of linear regression models using ATAC and PRO-seq signal in 12 h and 20 h stages. Violin/Box-plots of R^2^ values, with the average indicated underneath.

**Additional file 8: Fig. S6.** Summary 12 to 20 h mRNA expression changes of regulatory genes. The fold change in the mRNA expression levels quantified at high resolution for 31 of the 37 genes used in this study [33].

## Data Availability

The datasets generated and analyzed during the current study are available at NCBI GEO under accession number GSE160463 [44]. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160463

## Abbreviations

ATAC-seq: Assay for Transposase-Accessible Chromatin using sequencing
AUPRC: Area under the Precision-Recall Curve
AUROC: Area under the Receiver Operating Characteristic Curve
BAC: Bacterial Artificial Chromosome
ChIP-seq: Chromatin Immunoprecipitation followed by sequencing
CRM: *cis-*regulatory module
dREG: Discriminative regulatory-element detection from GRO-seq
GRN: Gene regulatory network
MACS: Model-based Analysis for ChIP-seq
Pol II: RNA polymerase II
PRC: Precision-Recall Curve
PRO-seq: Precision nuclear run-on sequencing
ROC: Receiver Operating Characteristic Curve
TRE: Transcriptional regulatory element
TSS: Transcription start site

# Supplementary material for: Identification and prediction of developmental enhancers in sea urchin embryos
**Source:** BMC Genomics. 2021 Oct 19;22:751. doi: 10.1186/s12864-021-07936-0
**Supplement:** Supplementary file 1 — Additional file 1.

# QC Report

|                      | general                                                      |
|----------------------|--------------------------------------------------------------|
| Report generated at  | 2020-10-23 01:02:22                                          |
| Title                | ATAC_12h_3.1                                                 |
| Description          | PE 12h                                                       |
| Pipeline version     | v1.7.0                                                       |
| Pipeline type        | atac                                                         |
| Genome               | Sp3.1                                                        |
| Aligner              | bowtie2                                                      |
| Sequencing endedness | {'rep1': {'paired_end': True}, 'rep2': {'paired_end': True}} |
| Peak caller          | macs2                                                        |

## Alignment quality metrics

### SAMstat (raw unfiltered BAM)

|                                   | rep1               | rep2               |
|-----------------------------------|--------------------|--------------------|
| Total Reads                       | 161870122          | 141132800          |
| Total Reads (QC-failed)           | 0                  | 0                  |
| Duplicate Reads                   | 0                  | 0                  |
| Duplicate Reads (QC-failed)       | 0                  | 0                  |
| Mapped Reads                      | 99587727           | 111643482          |
| Mapped Reads (QC-failed)          | 0                  | 0                  |
| % Mapped Reads                    | 61.5               | 79.10000000000001  |
| Paired Reads                      | 161870122          | 141132800          |
| Paired Reads (QC-failed)          | 0                  | 0                  |
| Read1                             | 80935061           | 70566400           |
| Read1 (QC-failed)                 | 0                  | 0                  |
| Read2                             | 80935061           | 70566400           |
| Read2 (QC-failed)                 | 0                  | 0                  |
| Properly Paired Reads             | 98226484           | 109823926          |
| Properly Paired Reads (QC-failed) | 0                  | 0                  |
| % Properly Paired Reads           | 60.699999999999996 | 77.8               |
| With itself                       | 98678724           | 110336158          |
| With itself (QC-failed)           | 0                  | 0                  |
| Singletons                        | 909003             | 1307324            |
| Singletons (QC-failed)            | 0                  | 0                  |
| % Singleton                       | 0.6                | 0.8999999999999999 |
| Diff. Chrms                       | 16547              | 27794              |
| Diff. Chrms (QC-failed)           | 0                  | 0                  |

## Marking duplicates (filtered BAM)

|                                       | rep1     | rep2                |
|---------------------------------------|----------|---------------------|
| <b>Unpaired Reads</b>                 | 0        | 0                   |
| <b>Paired Reads</b>                   | 20991029 | 23442940            |
| <b>Unmapped Reads</b>                 | 0        | 0                   |
| <b>Unpaired Duplicate Reads</b>       | 0        | 0                   |
| <b>Paired Duplicate Reads</b>         | 3281595  | 4516127             |
| <b>Paired Optical Duplicate Reads</b> | 118207   | 140189              |
| <b>% Duplicate Reads</b>              | 15.6333  | 19.2643000000000002 |

Filtered out (samtools view -F 1804):

- read unmapped (0x4)
- mate unmapped (0x8, for paired-end)
- not primary alignment (0x100)
- read fails platform/vendor quality checks (0x200)
- read is PCR or optical duplicate (0x400)

## Fraction of mitochondrial reads (unfiltered BAM)

|                                                  | rep1               | rep2                |
|--------------------------------------------------|--------------------|---------------------|
| <b>Rn = Number of Non-mitochondrial Reads</b>    | 99587727           | 111643482           |
| <b>Rm = Number of Mitochondrial Reads</b>        | 33967040           | 3532090             |
| <b>Rm/(Rn+Rm) = Frac. of mitochondrial reads</b> | 0.2543304201189614 | 0.03066700636832956 |

## SAMstat (filtered/deduped BAM)

|                                          | rep1     | rep2     |
|------------------------------------------|----------|----------|
| <b>Total Reads</b>                       | 35418868 | 37853626 |
| <b>Total Reads (QC-failed)</b>           | 0        | 0        |
| <b>Duplicate Reads</b>                   | 0        | 0        |
| <b>Duplicate Reads (QC-failed)</b>       | 0        | 0        |
| <b>Mapped Reads</b>                      | 35418868 | 37853626 |
| <b>Mapped Reads (QC-failed)</b>          | 0        | 0        |
| <b>% Mapped Reads</b>                    | 100.0    | 100.0    |
| <b>Paired Reads</b>                      | 35418868 | 37853626 |
| <b>Paired Reads (QC-failed)</b>          | 0        | 0        |
| <b>Read1</b>                             | 17709434 | 18926813 |
| <b>Read1 (QC-failed)</b>                 | 0        | 0        |
| <b>Read2</b>                             | 17709434 | 18926813 |
| <b>Read2 (QC-failed)</b>                 | 0        | 0        |
| <b>Properly Paired Reads</b>             | 35418868 | 37853626 |
| <b>Properly Paired Reads (QC-failed)</b> | 0        | 0        |

|                                |          |          |
|--------------------------------|----------|----------|
| <b>% Properly Paired Reads</b> | 100.0    | 100.0    |
| <b>With itself</b>             | 35418868 | 37853626 |
| <b>With itself (QC-failed)</b> | 0        | 0        |
| <b>Singletons</b>              | 0        | 0        |
| <b>Singletons (QC-failed)</b>  | 0        | 0        |
| <b>% Singleton</b>             | 0.0      | 0.0      |
| <b>Diff. Chrms</b>             | 0        | 0        |
| <b>Diff. Chrms (QC-failed)</b> | 0        | 0        |

Filtered and duplicates removed

## Fragment length statistics (filtered/deduped BAM)

|                                             | rep1               | rep2               |
|---------------------------------------------|--------------------|--------------------|
| <b>Fraction of reads in NFR</b>             | 0.9323787083560022 | 0.8902688074183567 |
| <b>Fraction of reads in NFR (QC pass)</b>   | True               | True               |
| <b>Fraction of reads in NFR (QC reason)</b> | OK                 | OK                 |
| <b>NFR / mono-nuc reads</b>                 | 15.598049844737124 | 9.061774693997215  |
| <b>NFR / mono-nuc reads (QC pass)</b>       | True               | True               |
| <b>NFR / mono-nuc reads (QC reason)</b>     | OK                 | OK                 |
| <b>Presence of NFR peak</b>                 | True               | True               |
| <b>Presence of Mono-Nuc peak</b>            | False              | True               |
| <b>Presence of Di-Nuc peak</b>              | False              | False              |

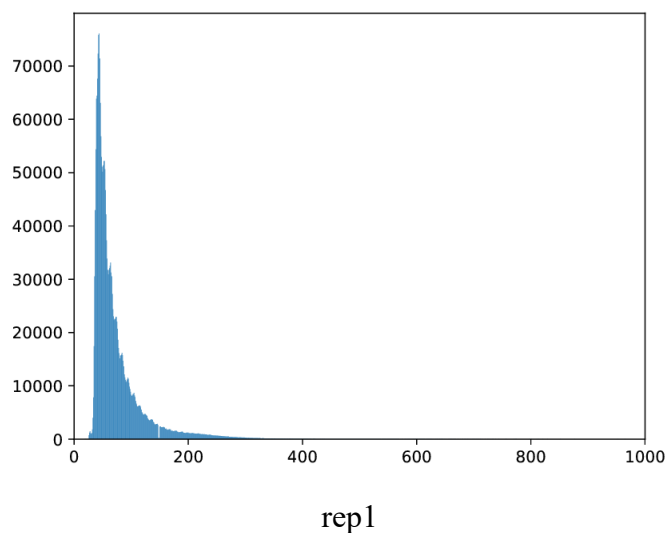

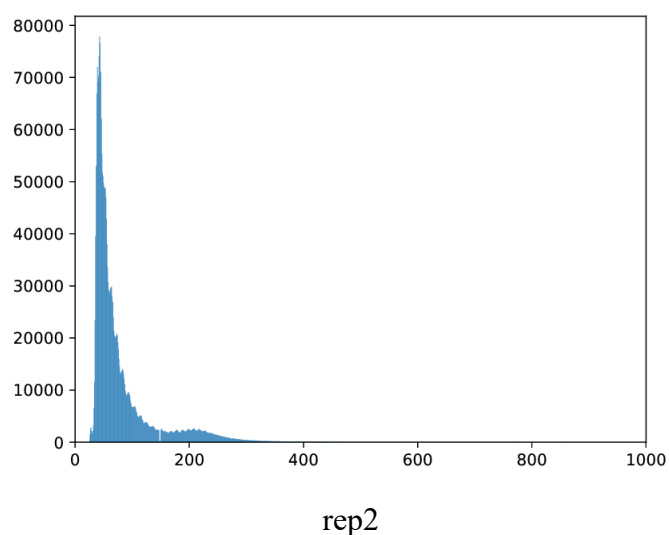

Open chromatin assays show distinct fragment length enrichments, as the cut sites are only in open chromatin and not in nucleosomes. As such, peaks representing different n-nucleosomal (ex mono-nucleosomal, di-nucleosomal) fragment lengths will arise. Good libraries will show these peaks in a fragment length distribution and will show specific peak ratios.

- NFR: Nucleosome free region

## Sequence quality metrics (filtered/deduped BAM)

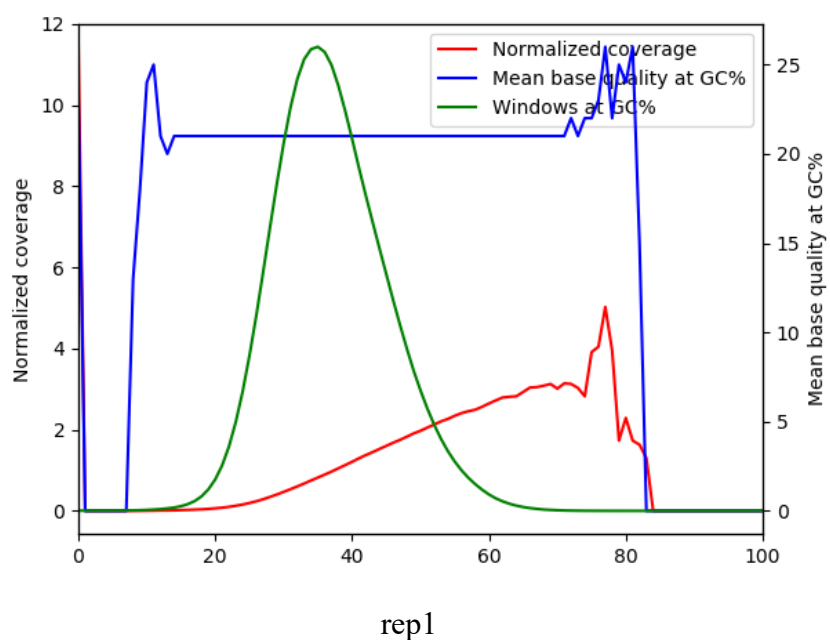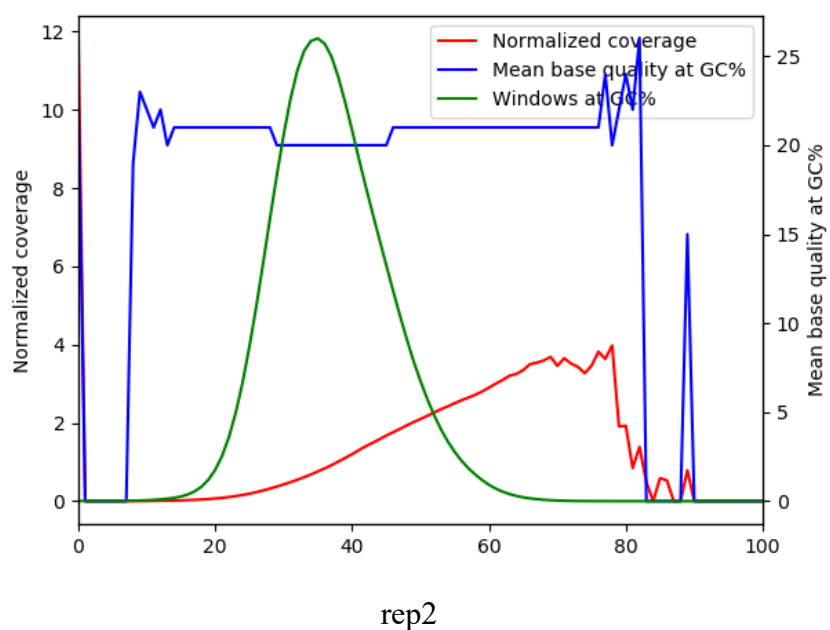

Open chromatin assays are known to have significant GC bias. Please take this into consideration as necessary.

## Library complexity quality metrics

### Library complexity (filtered non-mito BAM)

|                                | rep1     | rep2     |
|--------------------------------|----------|----------|
| <b>Total Fragments</b>         | 20991029 | 23442940 |
| <b>Distinct Fragments</b>      | 17920070 | 19255358 |
| <b>Positions with Two Read</b> | 2196429  | 2734948  |
| <b>NRF = Distinct/Total</b>    | 0.853701 | 0.821371 |
| <b>PBC1 = OneRead/Distinct</b> | 0.856182 | 0.825603 |
| <b>PBC2 = OneRead/TwoRead</b>  | 6.985358 | 5.812643 |

Mitochondrial reads are filtered out by default. The non-redundant fraction (NRF) is the fraction of non-redundant mapped reads in a dataset; it is the ratio between the number of positions in the genome that uniquely mapped reads map to and the total number of uniquely mappable reads. The NRF should be  $> 0.8$ . The PBC1 is the ratio of genomic locations with EXACTLY one read pair over the genomic locations with AT LEAST one read pair. PBC1 is the primary measure, and the PBC1 should be close to 1. Provisionally 0-0.5 is severe bottlenecking, 0.5-0.8 is moderate bottlenecking, 0.8-0.9 is mild bottlenecking, and 0.9-1.0 is no bottlenecking. The PBC2 is the ratio of genomic locations with EXACTLY one read pair over the genomic locations with EXACTLY two read pairs. The PBC2 should be significantly greater than 1.

NRF (non redundant fraction)

PBC1 (PCR Bottleneck coefficient 1)

PBC2 (PCR Bottleneck coefficient 2)

PBC1 is the primary measure. Provisionally

- 0-0.5 is severe bottlenecking
- 0.5-0.8 is moderate bottlenecking
- 0.8-0.9 is mild bottlenecking
- 0.9-1.0 is no bottlenecking

## Replication quality metrics

---

### IDR (Irreproducible Discovery Rate) plots

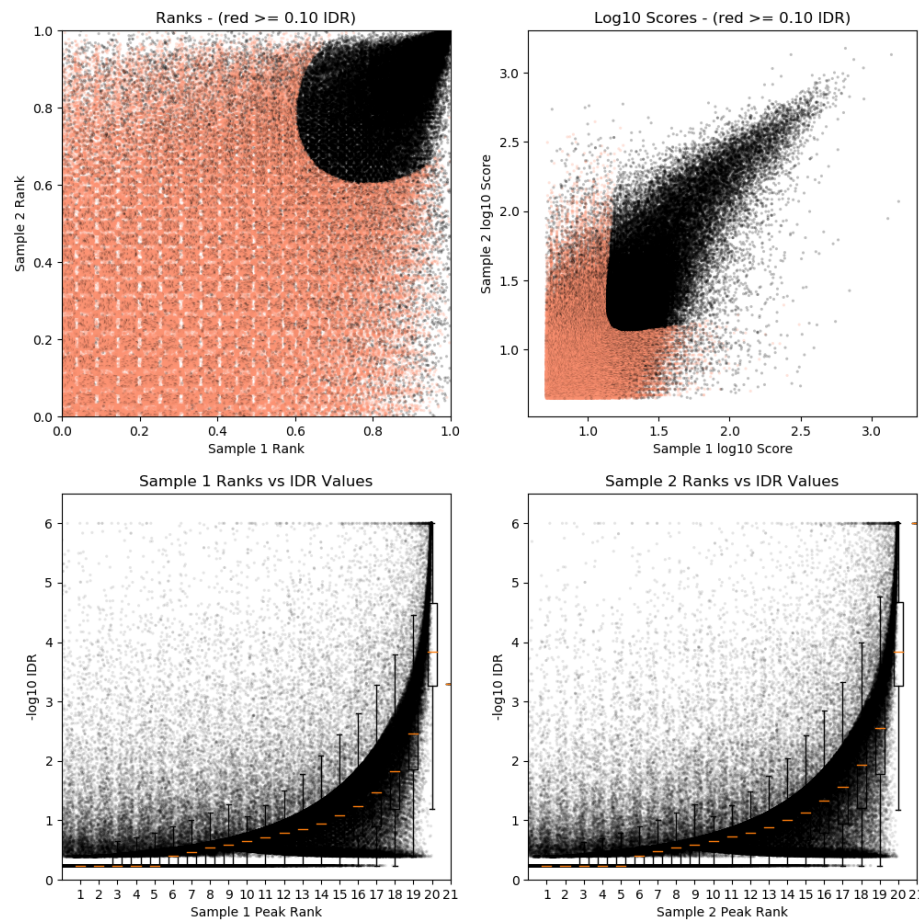

rep1\_vs\_rep2

Number of raw peaks

|                 | rep1   | rep2   |
|-----------------|--------|--------|
| Number of peaks | 300000 | 300000 |

Top 300000 raw peaks from macs2 with p-val threshold 0.05

Peak calling statistics

Peak region size

|                        | rep1  | rep2  |
|------------------------|-------|-------|
| Min size               | 150.0 | 150.0 |
| 25 percentile          | 223.0 | 223.0 |
| 50 percentile (median) | 348.0 | 355.0 |

|                      |                    |                   |
|----------------------|--------------------|-------------------|
| <b>75 percentile</b> | 567.0              | 582.0             |
| <b>Max size</b>      | 3602.0             | 4282.0            |
| <b>Mean</b>          | 453.15470666666664 | 461.8133433333333 |

:12h6\_USPD16098995-N701\_H2FW3BBXX\_L8\_1.trim.nodup.no\_chrM\_MT.tn5;

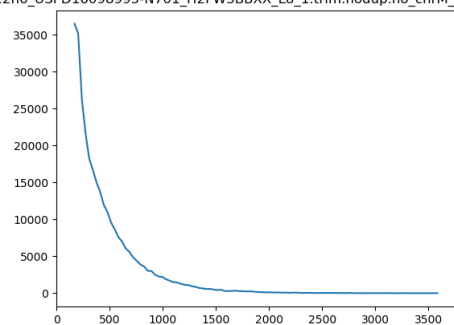

rep1

:12h7\_USPD16098995-N702\_H2FW3BBXX\_L8\_1.trim.nodup.no\_chrM\_MT.tn5;

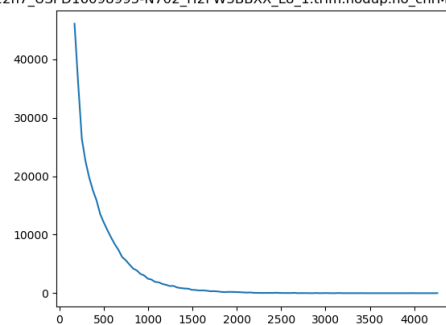

rep2

## Peak enrichment

### Fraction of reads in peaks (FRiP)

#### FRiP for macs2 raw peaks

|                                   | rep1               | rep2               | pooled             |
|-----------------------------------|--------------------|--------------------|--------------------|
| <b>Fraction of Reads in Peaks</b> | 0.5425538444650462 | 0.5892748821473536 | 0.5670562817201227 |

#### FRiP for overlap peaks

|                                   | rep1_vs_rep2       |
|-----------------------------------|--------------------|
| <b>Fraction of Reads in Peaks</b> | 0.4852075732538871 |

#### FRiP for IDR peaks

|                                   | rep1_vs_rep2       |
|-----------------------------------|--------------------|
| <b>Fraction of Reads in Peaks</b> | 0.2598057328306581 |

For macs2 raw peaks:

- repX: Peak from true replicate X
- repX-prY: Peak from Yth pseudoreplicates from replicate X
- pooled: Peak from pooled true replicates (pool of rep1, rep2, ...)
- pooled-pr1: Peak from 1st pooled pseudo replicate (pool of rep1-pr1, rep2-pr1, ...)
- pooled-pr2: Peak from 2nd pooled pseudo replicate (pool of rep1-pr2, rep2-pr2, ...)

For overlap/IDR peaks:

- repX\_vs\_repY: Comparing two peaks from true replicates X and Y
- repX-pr1\_vs\_repX-pr2: Comparing two peaks from both pseudoreplicates from replicate X
- pooled-pr1\_vs\_pooled-pr2: Comparing two peaks from 1st and 2nd pooled pseudo replicates

# QC Report

|                      | general                                                                                      |
|----------------------|----------------------------------------------------------------------------------------------|
| Report generated at  | 2020-04-22 02:18:15                                                                          |
| Title                | ATAC_20h_3.1                                                                                 |
| Description          | PE and SR                                                                                    |
| Pipeline version     | v1.7.0                                                                                       |
| Pipeline type        | atac                                                                                         |
| Genome               | Sp3.1                                                                                        |
| Aligner              | bowtie2                                                                                      |
| Sequencing endedness | {'rep1': {'paired_end': True}, 'rep2': {'paired_end': False}, 'rep3': {'paired_end': False}} |
| Peak caller          | macs2                                                                                        |

## Alignment quality metrics

### SAMstat (raw unfiltered BAM)

|                                   | rep1     | rep2     | rep3    |
|-----------------------------------|----------|----------|---------|
| Total Reads                       | 20150554 | 71283893 | 8095974 |
| Total Reads (QC-failed)           | 0        | 0        | 0       |
| Duplicate Reads                   | 0        | 0        | 0       |
| Duplicate Reads (QC-failed)       | 0        | 0        | 0       |
| Mapped Reads                      | 15124852 | 54426636 | 5482360 |
| Mapped Reads (QC-failed)          | 0        | 0        | 0       |
| % Mapped Reads                    | 75.1     | 76.4     | 67.7    |
| Paired Reads                      | 20150554 | 0        | 0       |
| Paired Reads (QC-failed)          | 0        | 0        | 0       |
| Read1                             | 10075277 | 0        | 0       |
| Read1 (QC-failed)                 | 0        | 0        | 0       |
| Read2                             | 10075277 | 0        | 0       |
| Read2 (QC-failed)                 | 0        | 0        | 0       |
| Properly Paired Reads             | 13712336 | 0        | 0       |
| Properly Paired Reads (QC-failed) | 0        | 0        | 0       |
| % Properly Paired Reads           | 68.0     | 0.0      | 0.0     |
| With itself                       | 14349280 | 0        | 0       |
| With itself (QC-failed)           | 0        | 0        | 0       |
| Singletons                        | 775572   | 0        | 0       |
| Singletons (QC-failed)            | 0        | 0        | 0       |
| % Singleton                       | 3.8      | 0.0      | 0.0     |
| Diff. Chroms                      | 136751   | 0        | 0       |
| Diff. Chroms (QC-failed)          | 0        | 0        | 0       |

## Marking duplicates (filtered BAM)

|                                       | rep1    | rep2               | rep3              |
|---------------------------------------|---------|--------------------|-------------------|
| <b>Unpaired Reads</b>                 | 0       | 22783394           | 2498208           |
| <b>Paired Reads</b>                   | 2994364 | 0                  | 0                 |
| <b>Unmapped Reads</b>                 | 0       | 0                  | 0                 |
| <b>Unpaired Duplicate Reads</b>       | 0       | 14484938           | 195021            |
| <b>Paired Duplicate Reads</b>         | 292222  | 0                  | 0                 |
| <b>Paired Optical Duplicate Reads</b> | 295     | 0                  | 0                 |
| <b>% Duplicate Reads</b>              | 9.7591  | 63.576699999999995 | 7.806399999999999 |

Filtered out (samtools view -F 1804):

- read unmapped (0x4)
- mate unmapped (0x8, for paired-end)
- not primary alignment (0x100)
- read fails platform/vendor quality checks (0x200)
- read is PCR or optical duplicate (0x400)

## Fraction of mitochondrial reads (unfiltered BAM)

|                                                  | rep1                 | rep2                 | rep3               |
|--------------------------------------------------|----------------------|----------------------|--------------------|
| <b>Rn = Number of Non-mitochondrial Reads</b>    | 15124852             | 54426636             | 5482360            |
| <b>Rm = Number of Mitochondrial Reads</b>        | 153339               | 589223               | 1311787            |
| <b>Rm/(Rn+Rm) = Frac. of mitochondrial reads</b> | 0.010036463086500228 | 0.010710057258217127 | 0.1930760403035142 |

## SAMstat (filtered/deduped BAM)

|                                    | rep1    | rep2    | rep3    |
|------------------------------------|---------|---------|---------|
| <b>Total Reads</b>                 | 5404284 | 8298456 | 2303187 |
| <b>Total Reads (QC-failed)</b>     | 0       | 0       | 0       |
| <b>Duplicate Reads</b>             | 0       | 0       | 0       |
| <b>Duplicate Reads (QC-failed)</b> | 0       | 0       | 0       |
| <b>Mapped Reads</b>                | 5404284 | 8298456 | 2303187 |
| <b>Mapped Reads (QC-failed)</b>    | 0       | 0       | 0       |
| <b>% Mapped Reads</b>              | 100.0   | 100.0   | 100.0   |
| <b>Paired Reads</b>                | 5404284 | 0       | 0       |
| <b>Paired Reads (QC-failed)</b>    | 0       | 0       | 0       |
| <b>Read1</b>                       | 2702142 | 0       | 0       |
| <b>Read1 (QC-failed)</b>           | 0       | 0       | 0       |
| <b>Read2</b>                       | 2702142 | 0       | 0       |
| <b>Read2 (QC-failed)</b>           | 0       | 0       | 0       |

|                                   |         |     |     |
|-----------------------------------|---------|-----|-----|
| Properly Paired Reads             | 5404284 | 0   | 0   |
| Properly Paired Reads (QC-failed) | 0       | 0   | 0   |
| % Properly Paired Reads           | 100.0   | 0.0 | 0.0 |
| With itself                       | 5404284 | 0   | 0   |
| With itself (QC-failed)           | 0       | 0   | 0   |
| Singletons                        | 0       | 0   | 0   |
| Singletons (QC-failed)            | 0       | 0   | 0   |
| % Singleton                       | 0.0     | 0.0 | 0.0 |
| Diff. Chroms                      | 0       | 0   | 0   |
| Diff. Chroms (QC-failed)          | 0       | 0   | 0   |

Filtered and duplicates removed

Fragment length statistics (filtered/deduped BAM)

|                                      |                    |
|--------------------------------------|--------------------|
|                                      | rep1               |
| Fraction of reads in NFR             | 0.6477683030192886 |
| Fraction of reads in NFR (QC pass)   | True               |
| Fraction of reads in NFR (QC reason) | OK                 |
| NFR / mono-nuc reads                 | 2.733468616968029  |
| NFR / mono-nuc reads (QC pass)       | True               |
| NFR / mono-nuc reads (QC reason)     | OK                 |
| Presence of NFR peak                 | True               |
| Presence of Mono-Nuc peak            | True               |
| Presence of Di-Nuc peak              | True               |

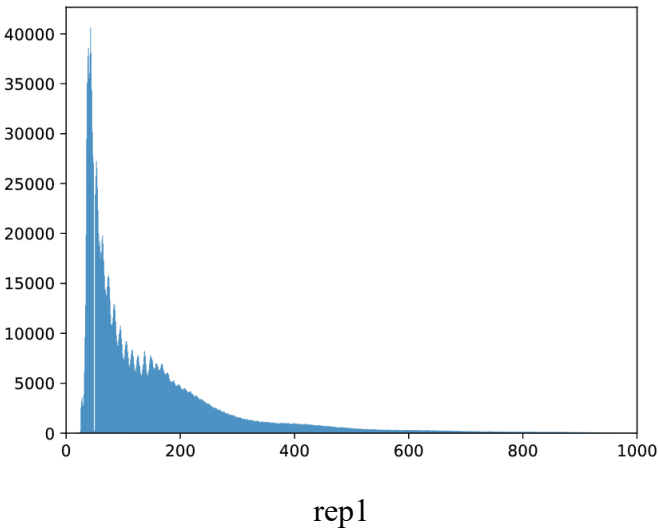

Open chromatin assays show distinct fragment length enrichments, as the cut sites are only in open chromatin and not in nucleosomes. As such, peaks representing different n-nucleosomal (ex mono-nucleosomal, di-

nucleosomal) fragment lengths will arise. Good libraries will show these peaks in a fragment length distribution and will show specific peak ratios.

- NFR: Nucleosome free region

## Sequence quality metrics (filtered/deduped BAM)

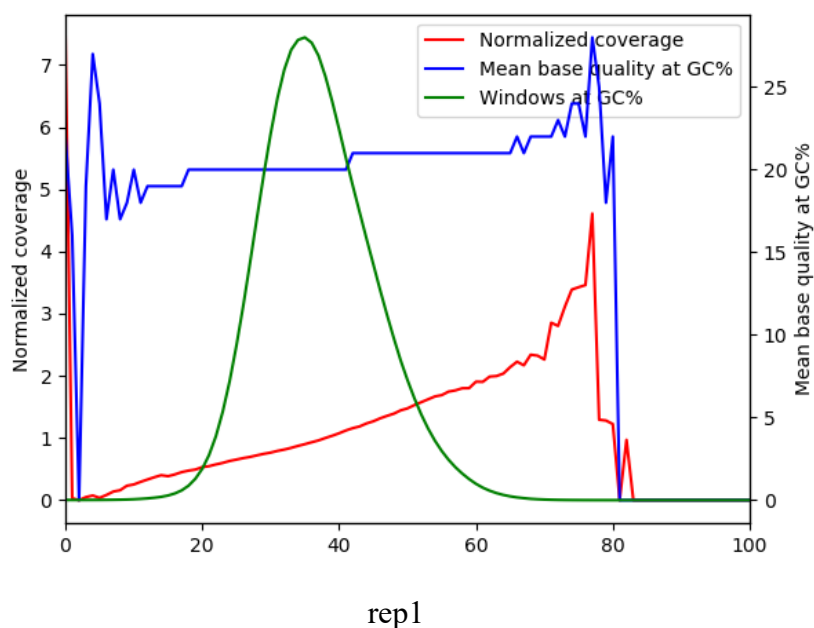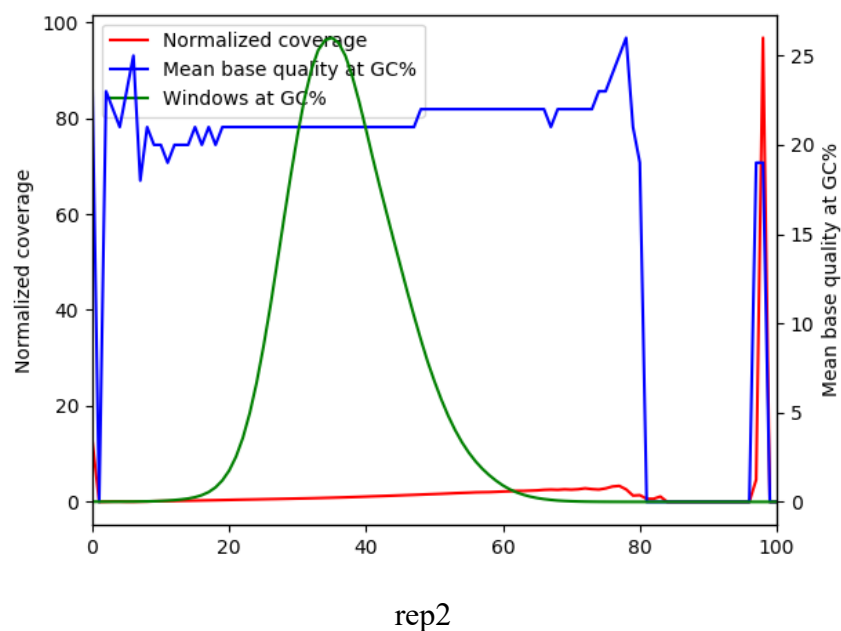

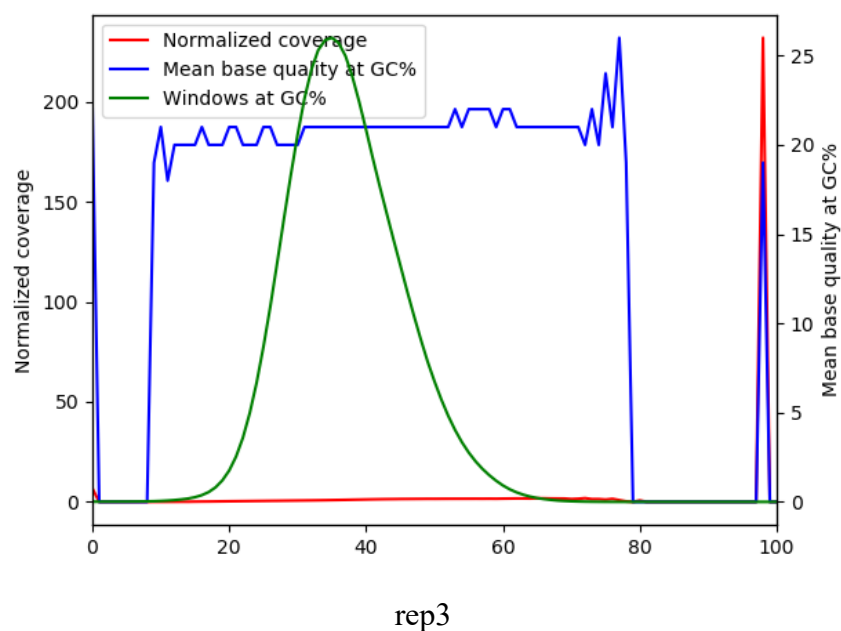

Open chromatin assays are known to have significant GC bias. Please take this into consideration as necessary.

## Library complexity quality metrics

### Library complexity (filtered non-mito BAM)

|                                | rep1     | rep2     | rep3     |
|--------------------------------|----------|----------|----------|
| <b>Total Fragments</b>         | 2994364  | 22783394 | 2498208  |
| <b>Distinct Fragments</b>      | 2702613  | 8533758  | 2335470  |
| <b>Positions with Two Read</b> | 243447   | 2119342  | 119191   |
| <b>NRF = Distinct/Total</b>    | 0.902567 | 0.37456  | 0.934858 |
| <b>PBC1 = OneRead/Distinct</b> | 0.901346 | 0.318471 | 0.941364 |
| <b>PBC2 = OneRead/TwoRead</b>  | 10.00624 | 1.282357 | 18.44542 |

Mitochondrial reads are filtered out by default. The non-redundant fraction (NRF) is the fraction of non-redundant mapped reads in a dataset; it is the ratio between the number of positions in the genome that uniquely mapped reads map to and the total number of uniquely mappable reads. The NRF should be  $> 0.8$ . The PBC1 is the ratio of genomic locations with EXACTLY one read pair over the genomic locations with AT LEAST one read pair. PBC1 is the primary measure, and the PBC1 should be close to 1. Provisionally 0-0.5 is severe bottlenecking, 0.5-0.8 is moderate bottlenecking, 0.8-0.9 is mild bottlenecking, and 0.9-1.0 is no bottlenecking. The PBC2 is the ratio of genomic locations with EXACTLY one read pair over the genomic locations with EXACTLY two read pairs. The PBC2 should be significantly greater than 1.

NRF (non redundant fraction)

PBC1 (PCR Bottleneck coefficient 1)

PBC2 (PCR Bottleneck coefficient 2)

PBC1 is the primary measure. Provisionally

- 0-0.5 is severe bottlenecking
- 0.5-0.8 is moderate bottlenecking
- 0.8-0.9 is mild bottlenecking
- 0.9-1.0 is no bottlenecking

## Replication quality metrics

---

### IDR (Irreproducible Discovery Rate) plots

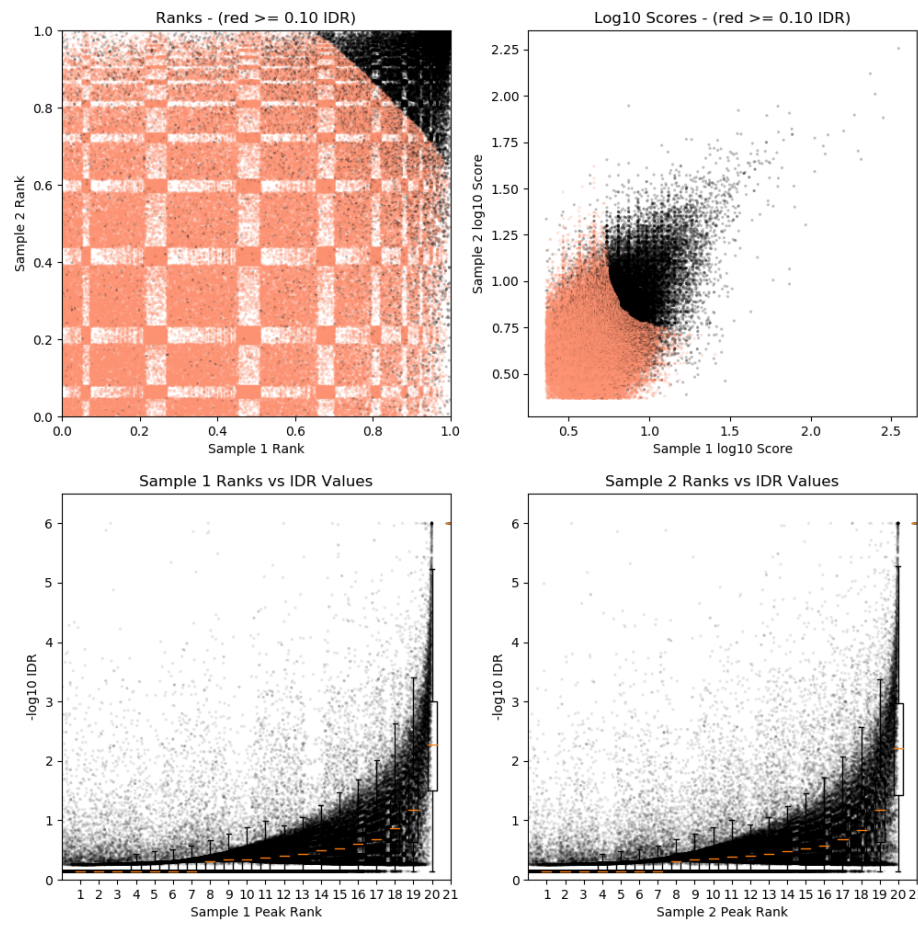

repl\_vs\_rep2

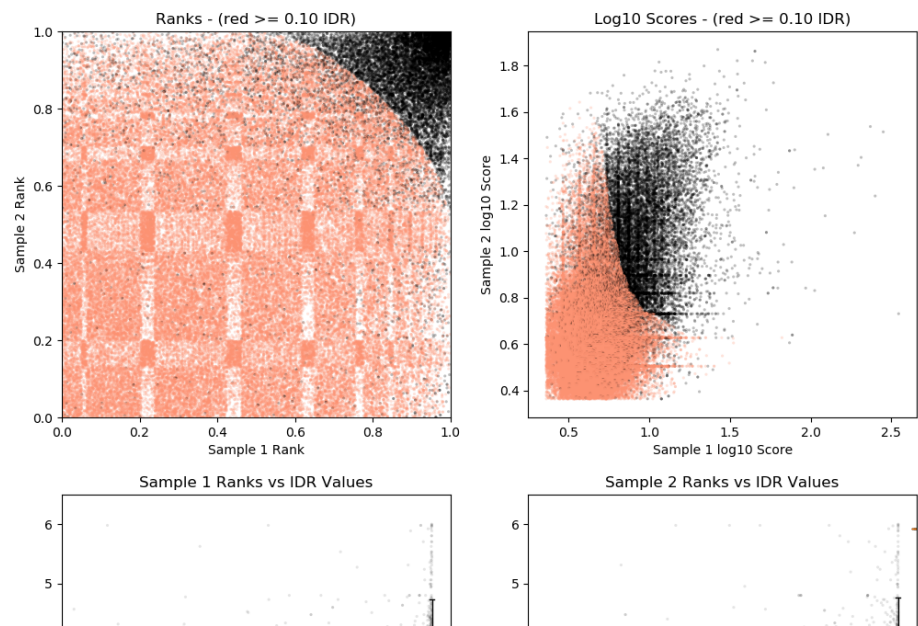

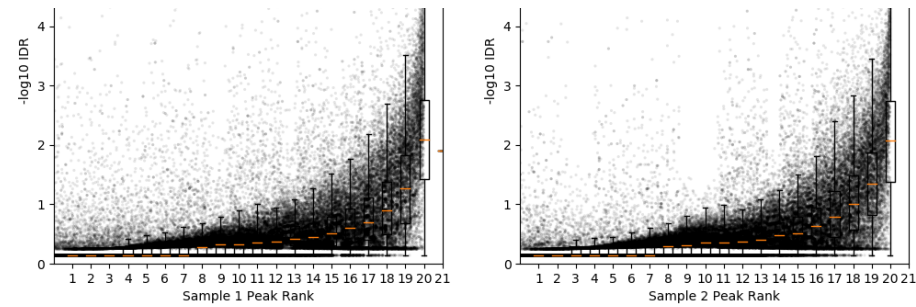

rep1\_vs\_rep3

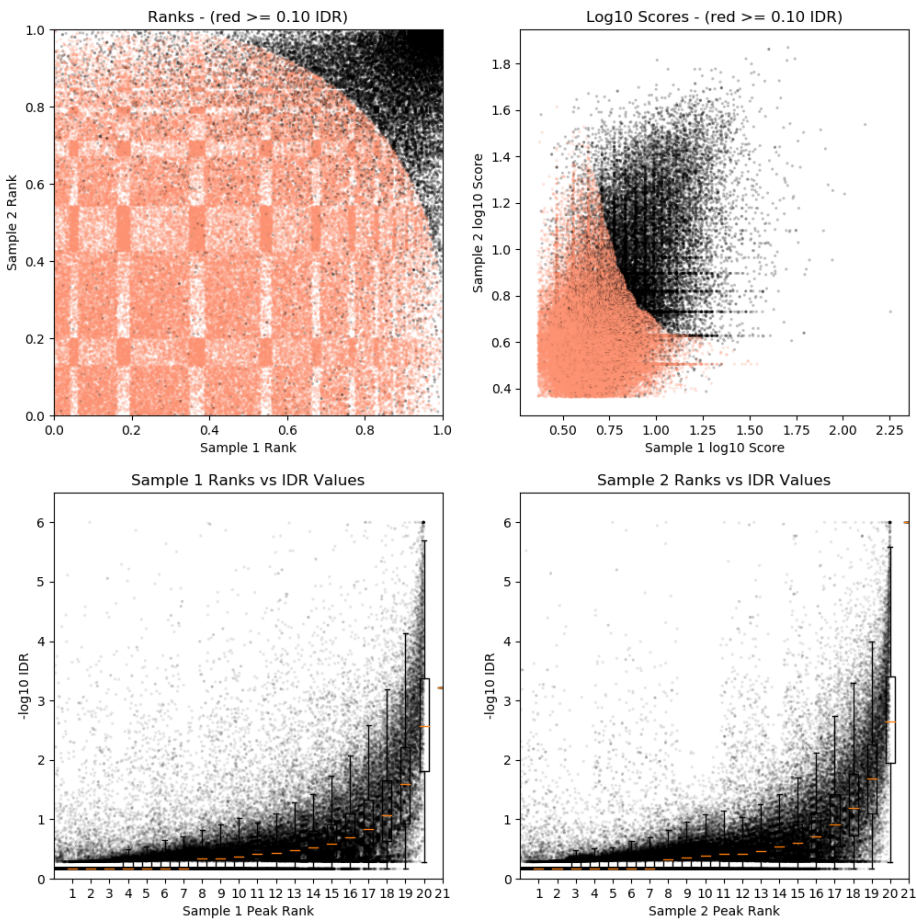

rep2\_vs\_rep3

Number of raw peaks

|                 | rep1   | rep2   | rep3   |
|-----------------|--------|--------|--------|
| Number of peaks | 248700 | 300000 | 160654 |

Top 300000 raw peaks from macs2 with p-val threshold 0.05

# Peak calling statistics

## Peak region size

|                        | rep1              | rep2               | rep3              |
|------------------------|-------------------|--------------------|-------------------|
| Min size               | 150.0             | 150.0              | 150.0             |
| 25 percentile          | 157.0             | 166.0              | 150.0             |
| 50 percentile (median) | 212.0             | 230.0              | 182.0             |
| 75 percentile          | 313.0             | 353.0              | 299.0             |
| Max size               | 3115.0            | 4044.0             | 2008.0            |
| Mean                   | 270.7728266988339 | 302.13554666666664 | 266.0243317937929 |

n for VE07\_TAGGCATG\_L002\_R1\_001.trim.nodup.no\_chrM\_MT.tn5.pval0.05.3

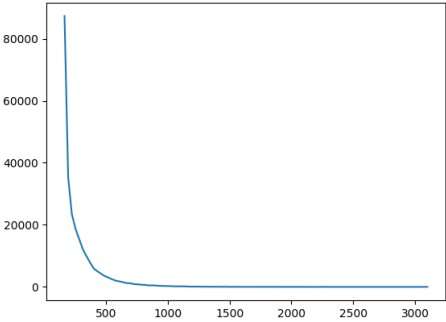

rep1

ution for H7LCCBGXY\_n01\_ve59.trim.nodup.no\_chrM\_MT.tn5.pval0.05.300K.

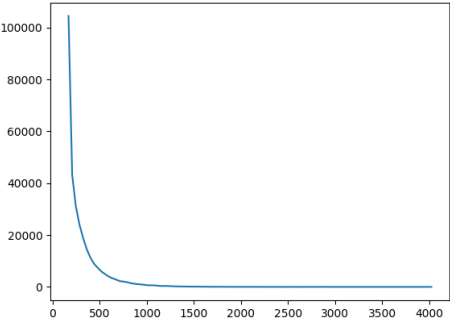

rep2

ution for H7LCCBGXY\_n01\_ve49.trim.nodup.no\_chrM\_MT.tn5.pval0.05.300K.

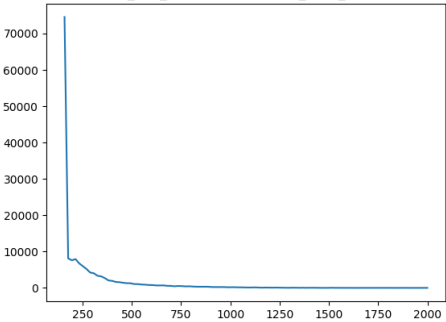

rep3

# Peak enrichment

## Fraction of reads in peaks (FRiP)

### FRiP for macs2 raw peaks

|                                   | rep1               | rep2                | rep3              | pooled              |
|-----------------------------------|--------------------|---------------------|-------------------|---------------------|
| <b>Fraction of Reads in Peaks</b> | 0.4482899122251902 | 0.44582546439964255 | 0.495024937184866 | 0.44154006200328166 |

## FRiP for overlap peaks

|                                   | rep1_vs_rep2        | rep1_vs_rep3       | rep2_vs_rep3        |
|-----------------------------------|---------------------|--------------------|---------------------|
| <b>Fraction of Reads in Peaks</b> | 0.29597523467400544 | 0.1967762317046679 | 0.21487827602862364 |

## FRiP for IDR peaks

|                                   | rep1_vs_rep2        | rep1_vs_rep3        | rep2_vs_rep3        |
|-----------------------------------|---------------------|---------------------|---------------------|
| <b>Fraction of Reads in Peaks</b> | 0.07651753003746675 | 0.05970275885926507 | 0.07640663361765926 |

For macs2 raw peaks:

- repX: Peak from true replicate X
- repX-prY: Peak from Yth pseudoreplicates from replicate X
- pooled: Peak from pooled true replicates (pool of rep1, rep2, ...)
- pooled-pr1: Peak from 1st pooled pseudo replicate (pool of rep1-pr1, rep2-pr1, ...)
- pooled-pr2: Peak from 2nd pooled pseudo replicate (pool of rep1-pr2, rep2-pr2, ...)

For overlap/IDR peaks:

- repX\_vs\_repY: Comparing two peaks from true replicates X and Y
- repX-pr1\_vs\_repX-pr2: Comparing two peaks from both pseudoreplicates from replicate X
- pooled-pr1\_vs\_pooled-pr2: Comparing two peaks from 1st and 2nd pooled pseudo replicates

How the deposited data were processed for this re-analysis (not part of the article)

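Pol II ChIP-seq of 20 h embryos was analysed from 1 list of peaks, which the authors made from 3 ChIP and 3 input samples; signal profiles were not used here. The authors combined the replicates, aligned the 50 bp reads with Bowtie 2 (version 2.2.3) to version 3.1 of the genome, and called peaks against the combined input with MACS (version 1.4.2) at default settings. The authors' list holds positions in bp and no score, signal or count, so a stricter threshold by score could not be applied and peak length was used in its place. The mapped reads of the combined samples are known from the paper; the list does not give the depth behind a peak. The depth and the spread of single replicates were not analysed here, and ATAC-seq and PRO-seq reads were not used here.

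CRM coordinates, reporter expression, activity and signals were taken from Supplementary Table 1 as the paper's values. Start and end were used as listed, with length as their difference; the table's text does not say whether positions count from 0 or 1, which could shift a covered length by 1 bp. The gene annotation at hand is of another genome build, so promoter-overlapping CRMs and the loci the paper discusses by name were not analysed here.

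The main measure was the number of CRM bases under a peak. Active and inactive CRMs were compared by a two-sided rank-sum permutation test with 100000 resamples, and correlations by permutation with as many. Classifiers were unpenalised logistic regressions on log10(value + 1), with 5-fold stratified cross-validation repeated 200 times. Predictors were standardised over all CRMs before the folds were made, which uses no activity labels and leaves the predictions of an unpenalised model unchanged. Random windows were drawn 1000 times. Intervals for AUROC and AUPRC came from 2000 bootstrap draws over CRMs, and again over genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

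The code was tested on simulated data. Covered bases differed from a base-by-base count in 0 of 500 windows. Of 200 simulated sets with no difference, 4.5% had a p-value under 0.05, and 4% with labels permuted within genes. These sets were shuffles of the covered bases over all CRMs. They check the code and cannot show the effect of dependence between CRMs of a gene. A simulated AUROC of 0.709 was recovered as 0.710.

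The tests of the results at the paper's claims, their alternatives and the rule for named CRMs were fixed before the data were examined, apart from the additions given here. The rule names the 5 CRMs with the highest 24 h expression, the 3 inactive CRMs with the most bases under peaks, and every active CRM with no peak, of which there were 0. The alternatives concern peak length, minimum overlap, the measure of Pol II, overlapping CRMs, the activity threshold, CRM length, genes, folds, the log scale and the reporter time point. Permuting labels within position classes, and the tests of the paper's Pol II signal by position class, of CRM length and of gaps between peaks, were added after the data were seen, and so were the comparison of active with inactive CRMs within each class, the correlations with reporter expression and the sets of CRMs with the same signal. The choice of bootstrap, the adjustment for 3 pairs of position classes and the p-value required before an explanation was excluded were also settled after first results had been seen; the last of these made the statements on position classes weaker.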

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

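The test of the paper's Pol II signal in position classes, the test of CRM length and the test of gaps between peaks were chosen only after the result was seen.

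The bases under Pol II peaks separated active from inactive CRMs with an AUROC of 0.752 among upstream CRMs and 0.589 among intronic CRMs, a difference of 0.163 between groups. Shuffling the position labels within active and within inactive CRMs gave p = 0.0377 (two-sided permutation test). This pair was singled out after the values of the 3 classes had been seen, and adjusted over the 3 pairs the p-value is 0.113, so chance is not excluded. Leaving out 1 gene lowered the difference to 0.141 at most, which argues against a single gene. Without the upstream CRM nearest each gene, the AUROC of the other 96 upstream CRMs was 0.844 (difference from intronic CRMs 0.255, permutation test, unadjusted p = 0.00283), which argues against the CRMs next to the gene as the source. That set of 96 holds 17 active CRMs. The 37 nearest upstream CRMs, of which 20 are active, had an AUROC of 0.585. With the paper's Pol II signal the AUROC was 0.729 for the nearest and 0.825 for the others. The nearest were not tested against the others. Saturation stays open. Intronic CRMs are covered over most of their length, and with the paper's Pol II signal, which has no such limit, the difference was 0.136 with a permutation p = 0.0742, too imprecise to decide. The design of the samples gives no biological contrast between position classes, and no biological explanation was tested.

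The list holds 530 peaks longer than 6000 bp, beyond the axis of Fig. 4A, and the paper's text does not discuss them. The list has no control peaks to set them against. Joining of neighbouring peaks over a fixed distance is argued against by a smallest gap of 1 bp between peaks. The 10 scaffolds with most of these peaks hold 9.81% of them, which argues against a few scaffolds as the main source. Repeated sequence spread over many scaffolds was not tested. Of the 103 CRMs under such a peak, 66.99% are intronic, against 33.9% of the other 286 (two-sided Fisher's exact test, p = 8e-09), as broad Pol II over gene bodies would give. Several of these CRMs lie under the same peak, so that p-value overstates the evidence. Gene bodies are a candidate explanation for the peaks that reach a CRM; the others were not set against genes, and input reads at these peaks were not analysed here.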

How the results depend on the processing

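No paired analysis was possible because the list pools all replicates, and for the same reason no fit left out a replicate. The alternatives with peaks ranked by score were not run, since the list has no score, nor was the one with a 1000 bp promoter window, for which no annotation of the same build was used. Merging overlapping or touching peaks moved nothing, since there are none, and says nothing about stability.

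Of 12 alternatives for the difference between active and inactive CRMs, 11 kept its direction with p under 0.05 (AUROC 0.626 to 0.739), including the one added after the data were seen, and the number of peaks reversed it (0.422); the longest overlapping peak was longer in active CRMs, so fewer and longer peaks in active CRMs account for the opposite signs. The 37 fits that each left out 1 gene gave an AUROC from 0.647 to 0.672, each with p of 0.00015 or less.

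A minimum length of 300 bp reduced the number of peaks to 185999 and raised the mean length to 688 bp, and a minimum of 150 bp raised the mean to 442 bp, by construction; the median length was 217 bp. The AUROC of the classifier moved to 0.563 with the number of peaks and to 0.736 with the paper's Pol II signal. The AUPRC moved to 0.422 with the paper's Pol II signal, to 0.368 with CRMs active at 1.5-fold or more and to 0.158 at 3-fold or more; the active share that sets random guess changes with these thresholds, to 93 and 41 of 389 CRMs. The bootstrap over CRMs decided which values count as moved. With the bootstrap over genes, 2 of 24 settings would also count as moved, the AUPRC with the number of peaks (0.192) and with 12 h activity (0.199); at 12 h the active share, and so random guess, is 0.123 in place of 0.172. Upstream CRMs had more covered bases than downstream CRMs in the permutation within genes (AUROC 0.569, p = 0.0298) and not otherwise; the cause was not tested.

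The shares of CRMs and of CRM bases under peaks, the 3 correlations, the overlap with ATAC and dREG signal, and the comparisons of intronic with other CRMs kept their direction and their side of the threshold in the alternatives run. The change in AUPRC on adding Pol II was below 0 in each of the alternatives run, and these differed from the main value by less than its SD over repeats. The list gives no depth per peak, which limits each of these results to presence and length of peaks.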

Differences from the paper's values

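The AUPRC of the classifier on bases under Pol II peaks was 0.256, against about 0.41 for the paper's Pol II model in Fig. 4F, read by eye. The values are of different measures, since the paper summed reads per base within peaks. Of the alternatives set before the data were examined, the paper's Pol II signal of Supplementary Table 1 (0.422) and CRMs active at 1.5-fold or more (0.368) came within 1.5 times of the paper's value, the latter with a higher share of active CRMs; the other 10 did not. The AUROC was 0.653 against about 0.73 in Fig. 4F, read by eye; a ratio of 1.5 is no test here, since it would also pass an AUROC at chance. Under the same cross-validation the paper's Pol II signal gave 0.736. Resampling CRMs, its AUROC exceeded that of the covered bases by 0.0791 (95% bootstrap interval 0.0266 to 0.130).

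The paper describes a substantial correlation between predictors of a stage. The bases under Pol II peaks had r = 0.339 with ATAC and r = 0.256 with dREG, both on the log10(value + 1) scale. On that scale the paper's Pol II signal had r = 0.413 with ATAC and r = 0.478 with dREG. Not log-transformed, the covered bases had r = 0.373 and r = 0.254, and the paper's Pol II signal had r = 0.579 and r = 0.699.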

Other observations

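The tests of CRM length and of gaps between peaks were chosen only after the result was seen.

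Active CRMs had more bases under Pol II peaks. CRM length as the whole cause is argued against by the share of the CRM under a peak, which also differed (permutation test, p = 0.00094). Position in the gene as the whole cause is argued against by permutation within position classes (p = 2e-05). Taken class by class, the difference in covered bases passed the threshold among upstream CRMs (AUROC 0.752, adjusted permutation p = 3e-05). It did not among intronic CRMs (AUROC 0.589, adjusted permutation p = 0.229) or downstream CRMs (AUROC 0.600, adjusted permutation p = 0.514), of which 4 are active. The paper's Pol II signal, tested by class after the data were seen, separated intronic CRMs by activity (AUROC 0.675, unadjusted permutation p = 0.00406). That signal also separated upstream CRMs (AUROC 0.81, unadjusted permutation p = 1e-05) and not detectably downstream CRMs (AUROC 0.690, unadjusted permutation p = 0.210). Differences between genes are argued against by permutation within genes (p = 5e-05). The AUPRC of the classifier was 0.244 with the CRMs of a gene in 1 fold, which argues against shared genes between folds as the source of its precision. No biological explanation was tested.

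The list holds 21446 peaks shorter than a 50 bp read, 17 of them of 1 bp. Of these short peaks, 3.80% were at a scaffold start or last on their scaffold, close to the 3.63% of all peaks, which argues against cutting at scaffold ends. Their median gap to the nearest peak was 364 bp, against 326 bp for peaks of 50 to 300 bp, which argues against slivers beside longer peaks. How they arose stays open.

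In Supplementary Table 1, 33 CRMs are listed with the same Pol II signal above 0 as another CRM of their scaffold, in 15 sets, and 5 of the sets hold both active and inactive CRMs. FoxJ1_If_02 (24.8-fold at 24 h in the paper's table) and FoxJ1_If_01 (1.3-fold), which overlap, are both listed at 84540. Of the 70 pairs of overlapping CRMs, 16 share a signal above 0, and 4 of the 33 CRMs overlap no CRM with the same signal. The paper's methods merged the parts of dREG predictions within CRMs to correct for CRM overlaps, and describe a similar analysis for Pol II peaks. Whether that step gave the shared values was not tested. The 389 Pol II signals are whole numbers under a heading of rpm. The methods name this normalization for ATAC and PRO-seq reads and give reads per base for Pol II peaks. Ese_Ur_06, chosen after its values were seen, is listed at 0 and has 2 peaks covering 565 bases.

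Reporter expression at 24 h correlated weakly with covered bases across the 389 CRMs (Pearson r = 0.159, permutation p = 0.00256; Spearman rho = 0.217, p = 5e-05) and not detectably within the 67 active CRMs (r = -0.0285, p = 0.818; rho = 0.0460, p = 0.712). CRMs are not independent replicates. Of the active CRMs, 7 were at or under the lower quartile of covered bases over all CRMs (1152), against 92 of the inactive CRMs.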
